# Circadian oscillations in chromatin accessibility systematically orchestrate rhythmic gene transcription in soybean

**DOI:** 10.1093/plcell/koag063

**Published:** 2026-03-09

**Authors:** Hao Tian, Zijian Yang, Qichao Lian, Hequan Sun, Xiaomei Zhang, Shuo Liu, Xiaopeng Li, Meihan Ban, Enjie Yu, Changyuan Li, Chunhui Song, Yangbo Chen, Legong Li, Yong-Fu Fu, Liangyu Liu

## Abstract

In soybean (*Glycine max* (L) Merr.), the circadian clock orchestrates rhythmic molecular, metabolic, and physiological processes that determine yield potential and restrict cultivars to a narrow latitudinal range. However, the role of dynamic chromatin states in rhythmic transcription remains elusive. Here, we integrated time-series assay for transposase-accessible chromatin using sequencing, chromatin immunoprecipitation sequencing, and RNA-seq to map the genome-wide circadian chromatin accessibility landscape under free-running conditions in soybean. We identified 11 core co-oscillation groups (CCOGs), whose chromatin accessibility was synchronized with mRNA oscillations. Accessible chromatin regions (ACRs) within these CCOGs are enriched for binding motifs of the core circadian oscillators, which regulate the expression of their target genes. Two functionally distinct ACRs, which respectively regulate the circadian rhythmicity and stable expression of *LATE ELONGATED HYPOCOTYL 1a* (*GmLHY1a*), were characterized. Natural variants of these ACRs were correlated with the latitudinal adaptation of soybeans. In addition, mutations in core oscillator components, including *GmLHYs* and *LUX ARRHYTHMO* (*GmLUXs*), disrupt chromatin oscillation in CCOGs. For instance, altered chromatin accessibility was detected at key binding sites, such as the region where GmLHY1a interacts with the ACR associated with *GmPIF4* (*PHYTOCHROME INTERACTING FACTOR 4*). Collectively, these findings reveal a mechanism wherein chromatin accessibility rhythms orchestrate genome-scale transcriptional programs and provide a large-scale, time-resolved, multi-omics resource to facilitate crop breeding for improved environmental adaptation.

## Introduction

Organisms have evolved endogenous circadian clock to adapt to environmental changes induced by Earth's rotation (Wijnen and Young 2006). This internal timekeeping mechanism rhythmically regulates various physiological processes. In the model plant *Arabidopsis thaliana*, more than 30% of genes maintain diurnal rhythms, even under free-running conditions (Bendix et al. 2015). Given the crucial role of circadian clock in plant growth, development, and environmental adaptation, it is essential to maintain precise, autonomous circadian rhythms within cells (Dodd et al. 2005; Xu et al. 2022). In plants, the core oscillators of the circadian clock include CIRCADIAN CLOCK ASSOCIATED 1 (CCA1), LHY, TIMING OF CAB EXPRESSION 1 (TOC1), PSEUDO-RESPONSE REGULATOR (PRR), LUX, and EARLY FLOWERING (ELF), which are expressed sequentially throughout the day and night, maintained by conserved transcription-translational feedback loops (TTFLs) (Hazen et al. 2005; Wijnen and Young 2006; Millar 2016). Histone modifications play a critical role in regulating the expression of these core oscillators. For example, SET DOMAIN GROUP 2 (AtSDG2, a histone methyltransferase) and Jumonji C (JmjC) domain-containing protein 14 (AtJMJ14, a histone demethylase) regulate the expression balance of *AtCCA1* and *AtLHY* by writing and removing H3K4me3, respectively, in *Arabidopsis* (Song et al. 2019). In mammals, HISTONE DEACETYLASES3 (HDAC3) and LYSINE SPECIFIC DEMETHYLASE 1 (LSD1) regulate the expression of core oscillators like *BASIC HELIX-LOOP-HELIX ARNT LIKE 1* (*BMAL1*, a core clock component in mammals) and *PERIOD CIRCADIAN REGULATOR 2* (*PER2*, a core clock component in mammals) by modulating histone modifications (Alenghat et al. 2008; Nam et al. 2014). However, the mechanism underlying global rhythmic transcription remains unclear.

Chromatin states, influenced by regulatory proteins such as chromatin remodeling factors, are thought to involve nucleosome depletion or dynamic nucleosome modification or displacement (Lorch et al. 1987; Lorch and Kornberg 2017; Chen et al. 2022). ACRs are enriched with cis-regulatory elements (CREs) in eukaryotic genomes (Gross and Garrard 1988; Park et al. 2018). Loosened chromatin enhances the binding of transcription factors to target DNA sequences, further facilitating the recruitment of RNA Polymerase II (RNAPII) to modulate transcription (Park et al. 2018). Recent studies have identified several critical CREs as enhancers marked by functional epigenetic ACRs in *Arabidopsis* and crops (Adrian et al. 2010; Liu et al. 2014; Hendelman et al. 2021; Tian et al. 2021; Aguirre et al. 2023). However, the dynamics of ACR-mediated gene regulation, especially in circadian contexts, are poorly understood.

This gap is particularly evident in crops, where investigating the regulatory mechanisms of circadian clocks remains challenging due to the genomic complexity (Li et al. 2019). To bridge this knowledge gap, we generated a high-quality multi-omics landscape in soybean (*Glycine max* (L) Merr.) under free-running conditions by integrating the ATAC-seq, ChIP-seq and RNA-seq time-course data. Our work revealed a strong synchronization between circadian transcription and chromatin states, 11 typical co-oscillation clusters, and a rhythmic ACRs-GmLHY-targets regulatory axis. This epigenetics-dependent cis-element landscape may offer a powerful approach to decipher the circadian regulatory network and facilitate precision breeding in soybean.

## Results

### Integrative multi-omics analysis reveals co-oscillations of chromatin accessibility and gene transcription in soybean

To investigate the circadian oscillation of epigenetic modification and gene expression in soybean, we generated ATAC-seq (119.7 Gb), RNA-seq (103.0 Gb), and ChIP-seq (90.6 Gb) using antibodies against H3K9ac and H3K27ac in wild-type Williams 82 (Ws82; Table S1). Specifically, leaf samples were collected at 6 time points every 4 h over a day period under free-running conditions (Fig. 1a; Materials and Methods). 

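Only the RNA-seq libraries of wild-type Ws82 were analysed here, 18 in all, from mature leaves at 6 time points with 3 biological replicates (L, M and R) each. The paper names the time points ZT24, ZT28, ZT32, ZT36, ZT40 and ZT44, while the labels of the libraries count them from the start of sampling as 0, 4, 8, 12, 16 and 20 h, and the paper's names are used throughout. According to the paper, the plants grew for 18 d with 8 h of light and 16 h of dark before constant light at 24 °C, whereas the deposited descriptions give 14 d with 12 h of light and 12 h of dark and then 25 °C. The deposited extraction text also speaks of rice. Ribosomal RNA was removed from total RNA, and the authors aligned paired reads to Gmax_Wm82_a2_v1 with *HISAT2* and quantified them with *StringTie*. Each library's deposited table lists coverage, FPKM and TPM for the same set of annotated genes, followed by the loci that *StringTie* assembled. In 11 libraries, a gene was listed on 2 lines, which were summed. Read counts are not part of these tables, but coverage divided by FPKM gives the aligned sequence. It ranged from 3.11 to 7.24 Gb per library and came to 100.1 Gb in total, beside the paper's 103.0 Gb. The median was 5.55 Gb at ZT24, 6.44 Gb at ZT28, 5.27 Gb at ZT32, 6.00 Gb at ZT36, 6.25 Gb at ZT40 and 3.27 Gb at ZT44. The assembled loci of each library sum to 1000000 TPM by themselves, and the annotated genes, listed on the same scale, sum to between 51.3% (ZT32 R) and 78.6% (ZT40 M) of that. A few genes held most of the gene TPM. The 100 genes with the highest mean TPM over the 18 libraries took 67.1% to 80.5% of it in each library, and Glyma.13G028200 alone averaged 18.3%. ZT32 R also listed 227701 loci without a strand, against 803 to 35008 in the 17 other libraries. Values were transformed as log2(TPM + 1), so differences of genes with low TPM are understated on this scale. Genes with a mean TPM of at least 1 at any time point were tested with limma's moderated F-test over the 6 time points, with a 24-h cosine, and with contrasts between time points, with Benjamini-Hochberg adjustment. The tests, the filter, the genes named and the alternatives to each choice were fixed before the data were examined, except where stated. The replicate letters were not used as a block.

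**Figure D1:**
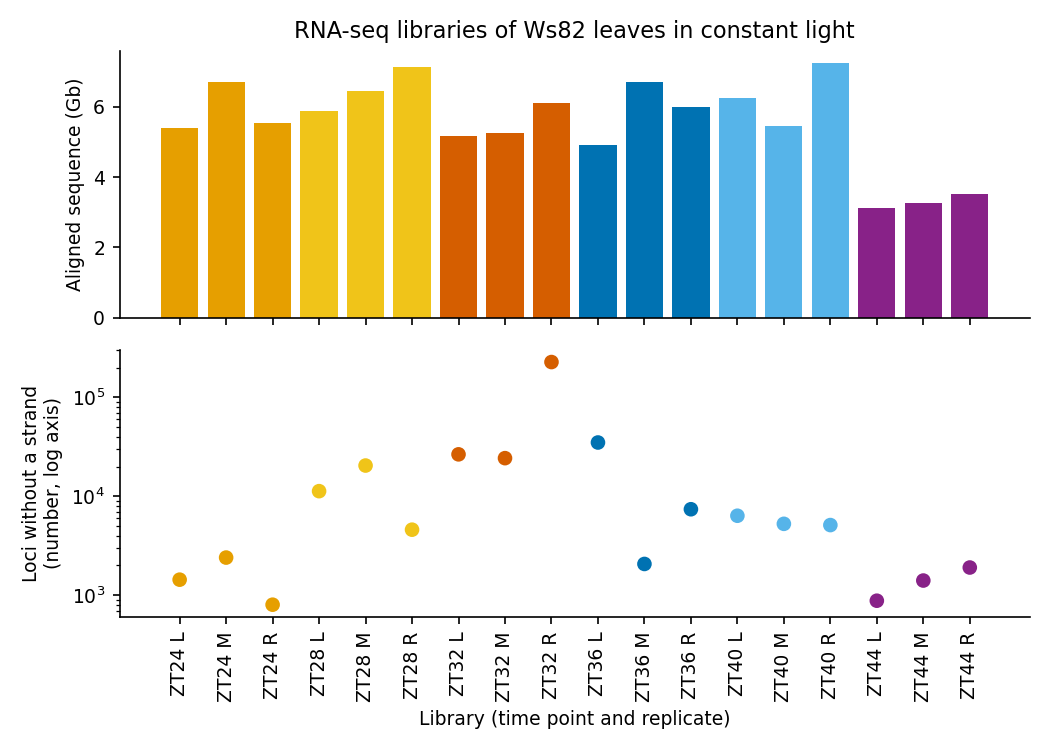
Aligned sequence in Gb (upper panel, bars) and number of assembled loci without a strand (lower panel, points, log axis) in each of the 18 RNA-seq libraries, by time point and replicate. The ZT44 libraries hold 3.11 to 3.53 Gb, and ZT32 R stands above all others with 227701 loci without a strand.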

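In a PCA of log2(TPM + 1) over the 24620 expressed genes, centred and not scaled, PC1 held 43.2% of the variance between the 18 RNA-seq libraries, PC2 23.8% and PC3 9.11%. Around the origin of PC1 and PC2, the means of the time points came in the order ZT28, ZT24, ZT44, ZT40, ZT36 and ZT32, which is their order in time read backwards. All 6 pairs of neighbouring time points, with ZT44 next to ZT24, thus lay side by side, which 1 of the 60 possible circular orders gives (exact p = 0.0167, two-sided in direction, the smallest the 60 orders allow). The shares of variance moved most with the 500 genes of largest variance, to 49.6% for PC1 and 35.4% for PC2. The order of the time points was the same with those genes, with genes scaled to unit variance, with a pseudocount of 0.1, with quantile normalization and without any 1 of the 18 libraries. ZT32 R lay farther along PC1, at 106, than ZT32 L at 61.5 and ZT32 M at 50.4.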

For a more comprehensive assessment of the data quality, principal component analysis (PCA) was conducted on both ATAC-seq and RNA-seq data (Fig. 1b; Materials and Methods). 

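Between the 18 pairs of replicates of the same time point, Pearson's r of log2(TPM + 1) across the expressed genes ranged from 0.913 to 0.985 with a median of 0.972. Genes are not independent replicates, so no p-value is attached to these values. The 135 pairs of libraries from different time points had r from 0.708 to 0.945 with a median of 0.850. The ranges overlapped, since 19 pairs from different time points lay above the lowest pair of replicates. That lowest pair was ZT32 M with ZT32 R, and without ZT32 R the pairs of replicates had r of at least 0.940. With Spearman's rho in place of r, the medians moved most, to 0.940 within and 0.769 between time points. The median r between libraries 4 h apart was 0.905. It was 0.810 at 8 h and 0.802 at 12 h, and rose again to 0.865 at 16 h and 0.913 at 20 h.

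**Figure D2:**
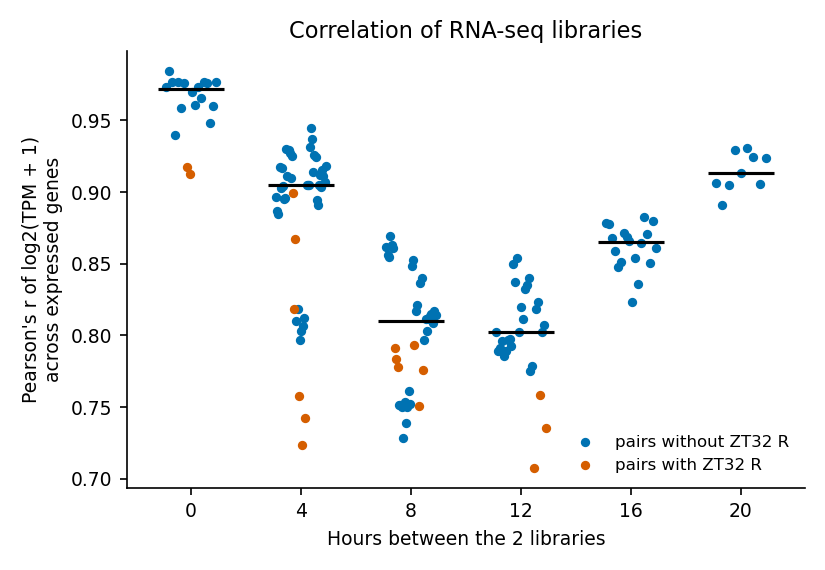
Pearson's r of log2(TPM + 1) across expressed genes for each pair of the 18 RNA-seq libraries, by the hours between their time points, with black lines at the medians and pairs with ZT32 R in orange. The medians are 0.972 for replicates, 0.802 at 12 h and 0.913 at 20 h.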

The results demonstrated robust correlations among replicates and conspicuous differences among distinct ZT samples in addition to presenting a temporal progression. Q30 SPOT values ranging from 34.0% to 58.6% further validate the high sequencing quality of the dataset (Fig. S1a). Using a customized pipeline, ACRs were first identified independently for each of the 6 time points. After removing redundant regions, a total of 35,737 ACRs were finally obtained through merging (Lu et al. 2019; Wang et al. 2021) (Fig. S1b).

**Figure 1:**
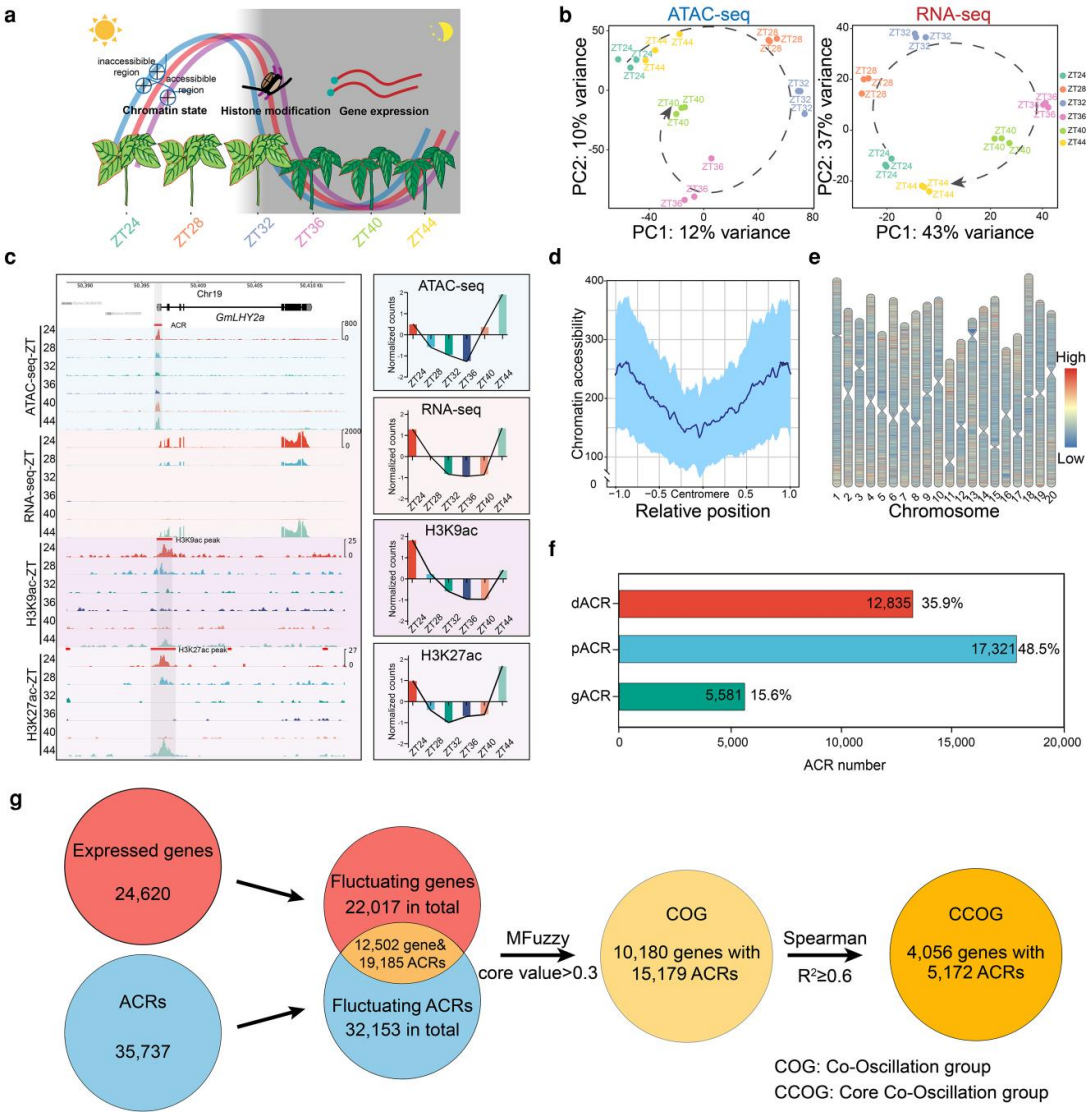
Screening co-oscillation genes based on the synchronization of chromatin accessibility and gene transcription in soybeans. a) Overview of the experimental design. Williams 82 grew under short day (SD) condition (8 hL:16 hD) for 18 d and transferred to constant light (LL) condition 24 h and harvested at 6 designed time points (ZT24, ZT28, ZT32, ZT36, ZT40, ZT44) during the LL period. b) PCA for ATAC-seq (left) and RNA-seq (right). c) ATAC-seq, RNA-seq, and ChIP-seq tracks at the *LHY2a* locus. Differentially accessible chromatin peaks and histone modification regions are shadowed. Normalized Z-scores for each assay across time points are shown on the right. d) Relative distance from the centromere is plotted on the *x* axis. The *y* axis represents chromatin accessibility. The dark line shows the mean chromatin accessibility at each position, and the light area indicates the standard deviation (sd). Each bin is 20 kb. e) Red indicates high chromatin accessibility, while blue indicates low accessibility. Each bin is 20 kb, and the central gap represents the centromere region. f) Genome-wide distribution of ACR categorized as distal ACR (dACR), proximal ACR (pACR), and genic ACR (gACR) are shown. dACR: ACRs are located more than 1 kb away from the TSS or TES of a gene; pACRs fall within 1 kb of a gene's TSS and TES; are locatedCRs located within the gene body, including regions within 5′ UTR and 3′UTR. The number of ACRs in each category is indicated in the bar plots. The percentages relative to the total ACRs are shown on the right. g) Proportion of gene expression and chromatin accessibility regulated by temporal order. Genome-wide analysis identified 24,620 expressed genes and 35,737 ACRs. Among these, 22,017 fluctuating genes and 32,153 fluctuating ACRs were screened based on standard deviation of their expression or accessibility profiles, respectively. Of the 22,017 fluctuating genes, 12,502 harbored at least 1 fluctuating ACR in their vicinity or within the gene body. Subsequently, the correlation between fluctuating ACRs and their associated fluctuating genes was analyzed using the *Mfuzzy* package. Those with a core correlation value > 0.3 were defined as COG, encompassing 10,180 genes and 15,179 ACRs. Furthermore, genes with highly co-oscillating gene expression levels and chromatin accessibility were screened using Spearman correlation coefficient. Finally, a total of 4,056 genes and their corresponding 5,172 ACRs were identified, which were designated as CCOG.

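*GmLHY2a*, which the paper's figures pair with Glyma.19G260900, lies on chromosome 19 of Gmax_Wm82_a2_v1 from 50396380 to 50409947 on the plus strand. Its TPM was 47.2 ± 2.80 (SD, n = 3) at ZT24, 16.8 (from 8.29 to 30.9) at ZT28, 1.44 ± 0.589 at ZT32, 0.232 ± 0.165 at ZT36, 2.18 ± 0.499 at ZT40 and 44.9 ± 9.09 at ZT44. The highest value at ZT28 was that of ZT28 M. ZT24 exceeded ZT36 by 5.30 on the log2(TPM + 1) scale (standard error 0.32, adjusted p = 1.8e-13 from limma's contrast with Benjamini-Hochberg adjustment over 24620 genes), and each of the 3 libraries of ZT24 lay above each of ZT36. Over the alternatives that keep all 18 libraries, that difference ranged from 5.10 with quantile normalization to 7.31 with a pseudocount of 0.1. A cosine with its period fixed at 24 h had an adjusted p of 1.2e-11 (limma) and a peak at ZT47.3, between ZT44 and the next cycle's ZT24. The 6 time points span 20 h, less than 1 cycle, so the length of the period cannot be estimated from them. The difference of ZT24 over ZT44 was 0.085 (standard error 0.32, adjusted p = 0.92 from limma) and changed sign with quantile normalization, to -0.025, and without ZT44 M, to -0.048.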

We found that the chromatin accessibility exhibits synchronized oscillations along with enrichments of H3K9ac and H3K27ac, and gene expression, all exhibiting a clear 24-h oscillation pattern (Fig. 1c). Furthermore, genome-wide analysis showed that assessed dynamic chromatin changes are most pronounced on the chromosome arms (Fig. 1d, e), which is consistent with active transcription regions (Wang et al. 2021). These results suggest that chromatin accessibility may be synchronized with gene expression on a genome-wide scale. To investigate this further, we analyzed the distribution of ACRs across the genome. It was found that 5,581 (15.6%) of the ACRs are located in the genebody (gACRs, defined as located in the gene's exon or intron, including 5′ and 3′UTR) and the majority of ACRs (17,321 ∼48.5%) were located in the proximal region (pACR, defined as within 1 kilobase (kb) of transcription start site (TSS) or transcription end site (TES). We also found that 12,835 ACRs (35.9%) were located more than 1 kb from the TSS or TES, which are defined as distal ACRs (dACRs) (Fig. 1f) (Ricci et al. 2019). Overall, ACRs are widely distributed across the genome, with the highest enrichment in proximal regions and moderate enrichment in distal regions.

To investigate chromatin accessibility oscillations, 35,737 ACRs and 24,620 expressed genes were analyzed (Fig. S1c and d; Table S2 and S3). 

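With a mean TPM over the 3 replicates of at least 1 at any time point, 24620 annotated genes were expressed. Of these, 13496 passed that level at every time point and 2195 at only 1. By time point, 19057 genes passed it at ZT24, 17708 at ZT28, 16710 at ZT32, 21191 at ZT36, 21742 at ZT40 and 19037 at ZT44. The number moved most when the 100 genes with the highest mean TPM were left out and the rest rescaled to 1000000, which gave 45463 genes. ZT32 alone reached 43309 there, and with ZT32 R left out as well, an alternative chosen after seeing the data, the number was 40836, with 36781 at ZT32. With at least 1 TPM in all 3 replicates of a time point, 21942 genes remained. Leaving out any 1 library gave 24464 to 24991 genes.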

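The CV of a gene was taken over its 6 time-point means of TPM, as sample SD over mean. It was at least 16% for 24075 genes, 97.8% of the 24620 expressed genes. The 10th percentile of the CV was 23.0% and the median 40.8%. With no difference between time points and only the measured spread between replicates, 20 simulated draws put 12490 genes on average over 16% (from 12376 to 12581), which is 50.7% of the expressed genes. A 10th percentile of the CV as threshold gave 22158 genes, 90% of the expressed genes by construction. Quantile normalization gave 22145 genes at 16%, with a 10th percentile of 16.0%, and the filter of at least 5 TPM gave 9957 of the 10139 genes it keeps. The largest number, 44146, came with the 100 highest genes left out and the rest rescaled. Of the 24075 genes, 18774 also differed over time in limma's moderated F-test on 5 degrees of freedom, and 5301 did not. These 18774 genes are 76.3% of the expressed genes, and no gene under a CV of 16% passed the test. A 24-h cosine passed its test for 15921 genes (64.7%), of which 15322 also passed the F-test. The number of genes past the F-test moved most with the filter of at least 5 TPM, to 8911 of 10139 genes, and rose to 22752 of 45463 genes with the 100 highest genes left out. Without any 1 library, it lay between 17445 and 19568. With quantile normalization, it was 16279, and 14598 of the 18774 genes were among them, so the other calls depend on the scaling. Of the 24620 genes, 6590 (26.8%) had the same highest time point in replicates L, M and R, where independent replicates with the same share of genes at each time point would give 4.91%. Among those past the F-test, the files hold no names for the genes with the widest range between highest and lowest time point. Glyma.20G150600 and Glyma.08G082900 were highest at ZT28, at 1295 ± 449 and 1506 ± 361 TPM (SD, n = 3). Glyma.20G150600 had its lowest mean at ZT36, 6.75 ± 1.35 TPM, a range of 7.33 on the log2 scale, and Glyma.08G082900 at ZT40, 10.4 ± 1.43 TPM, a range of 7.02. Glyma.19G102400 rose from 4.61 ± 1.95 TPM at ZT28 to 643 ± 23.1 TPM at ZT36, by 6.91 on the log2 scale. Glyma.05G056300 rose from 0.901 ± 0.297 TPM at ZT32 to 221 ± 47.6 TPM at ZT44, by 6.86.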

We identified 21,153 fluctuating ACRs (59.5%) and 22,017 fluctuating genes (90.8%) in total, which were defined by a chromatin accessibility or expression level coefficient of variation (CV) greater than 10 percentiles (see Materials and Methods). For genes exhibiting stable expression, the underlying reasons could be multi-fold. For instance, the criteria for identifying differential expressions are relatively stringent; cell-type-specific changes may not be effectively captured at the leaf tissue level; and post-transcriptional regulatory mechanisms may be involved, among others. By overlapping fluctuating genes and fluctuating ACRs, we found that 19,185 fluctuating ACRs (53.7%) were associated with the corresponding 12,502 fluctuating genes (50.8%), with each of these genes harboring at least 1 fluctuating ACR in its genomic vicinity. Furthermore, to identify co-oscillating ACRs and gene expression levels, we calculated the correlation between chromatin accessibility and gene expression profiles using R package *Mfuzz* (Kumar and Futschi 2007) (see Materials and Methods). This analysis identified 10,180 oscillating genes (41.3%) and 15,179 oscillating ACRs (42.5%), collectively referred to as the COG (co-oscillation group). The ratio of oscillating genes is similar to *Arabidopsis* (Michael et al. 2008). Furthermore, to identify the high correlation between gene expression and chromatin accessibility, we defined synchronous oscillation genes as those with a high correlation (R^2^ ≥ 0.6, using Spearman rank correlation coefficient) between gene expression and chromatin accessibility. This identified 4,056 synchronous genes (16.5%) and their associated 5,172 ACRs (14.5%), which we termed the core co-oscillation group (CCOG) (Fig. 1g; Table S4). We further investigated the distribution of chromatin accessibility in gene loci, and the accessible regions are mostly enriched around the TSS and TTS (Fig. S2).

In summary, our ATAC-seq, ChIP-seq, and RNA-seq profiling reveals a dynamic landscape of epi-genome and transcriptome in soybean, highlighting a general oscillatory pattern of chromatin accessibility across the genome.

### Eleven co-oscillation clusters were characterized based on the oscillating patterns of ACRs and gene expressions

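The RNA profiles alone were clustered here, since accessibility was not analysed. Fuzzy c-means with 11 centres and a fuzzifier of 1.71 was run on z-scores of the 6 time-point means of the 24075 genes with a CV of at least 16%. A membership over 0.3 was reached by 19364 genes (80.4%). The centres peaked at each of the 6 time points, with 1315 genes in the centre at ZT24, 1329 in that at ZT28 and 1243 in that at ZT32. At ZT36, 3 centres held 7183 genes, at ZT40 another 3 held 5240, and at ZT44 a pair held 3054. A second random seed gave 19437 assigned genes, 9 centres gave 20882 and 13 centres 18137. The number moved most with a membership over 0.5, to 9362 genes.

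**Figure D3:**
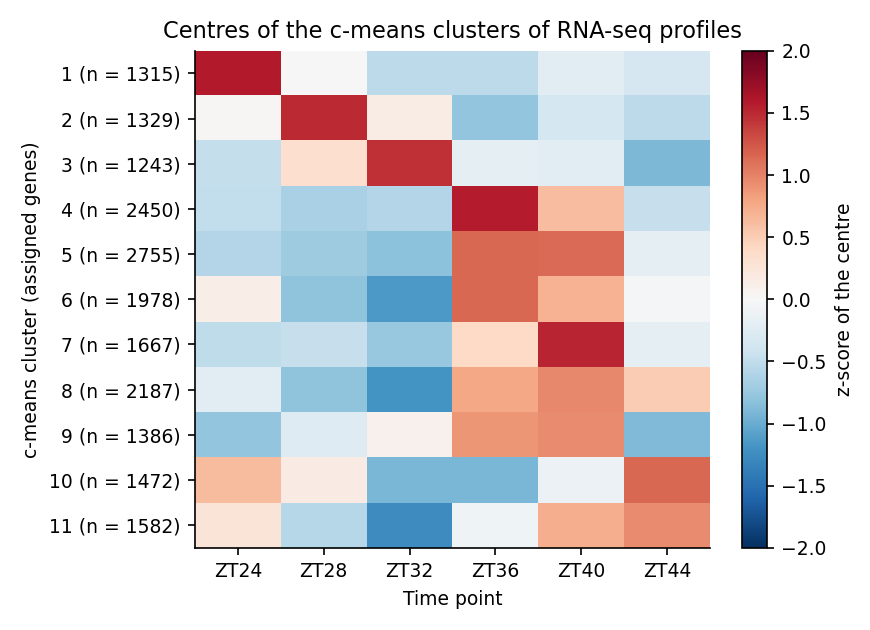
z-scores of the 11 c-means centres at the 6 time points (colour), with the number of assigned genes of each cluster on the vertical axis. Single centres peak at ZT24, ZT28 and ZT32, and 8 centres peak from ZT36 to ZT44.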

To explore the patterns of the oscillation genes, clustering analysis was performed, which revealed 11 distinct co-oscillation clusters based on temporal patterns of gene expression and chromatin accessibility (Fig. 2a, b; Materials and Methods). 

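With ZT24, ZT28 and ZT32 as the subjective light period, 3 centres of the RNA profiles peaked in the light and 8 in the dark. The light centres held 3887 genes and the dark centres 15477, which is 79.9% of the assigned genes. That share depended on the scaling of the libraries. With quantile normalization, an alternative chosen after seeing the data, 5 centres peaked in the light and 6 in the dark, and the dark centres held 54.2% of 17721 assigned genes. Among the genes past the F-test alone, the split was 4 and 7 centres with 76.5% of the assigned genes in the dark ones.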

Cluster 1 to 5 exhibited peaks in both gene expression and chromatin accessibility during the subjective light period, defined as light clusters, while clusters 6 to 11 showed peaks during the subjective dark, defined as dark clusters (Fig. 2a). 

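*GmPRR5d* (Glyma.07G049400, chromosome 7, 4201368 to 4206174) had its highest mean at ZT28, 40.9 ± 14.9 TPM (SD, n = 3), beside 24.1 ± 3.09 TPM at ZT24, and its lowest at ZT36, 0.524 ± 0.218 TPM. The difference of 4.73 between ZT28 and ZT36 on the log2 scale was well beyond the spread of replicates (adjusted p = 1.2e-12 from limma's contrast), and the 3 libraries of each time point did not overlap. ZT28 did not differ from ZT24 (0.69, standard error 0.32, adjusted p = 0.17 from limma), but did with quantile normalization, where the difference was 0.75, with the 100 highest genes left out, where it was 0.83, and without ZT32 R. *GmPRR5d* belonged to the RNA centre that peaks at ZT28 with a membership of 0.807. *GmLUX1* (Glyma.12G060200, chromosome 12, 4345126 to 4348039) is a gene of low TPM. Its mean was 1.02 ± 0.403 TPM at ZT32, 1.50 ± 0.684 at ZT36 and 0.372 ± 0.212 at ZT40, and no other time point exceeded 0.148. It differed over time in limma's F-test (adjusted p = 3.0e-06, range 1.26 on the log2 scale). Whether ZT36 or ZT32 is higher was not resolved, with a difference of 0.29 (standard error 0.19, adjusted p = 0.21 from limma). It was -0.15 with quantile normalization and passed the threshold without ZT36 L, at 0.54. No RNA centre reached a membership of 0.3 for *GmLUX1*, whose largest was 0.261.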

Each cluster displayed a characteristic expression pattern, which coincided with the expression of core clock genes such as morning loop member *GmPRR5d* in cluster 2 and evening complex member *GmLUX1* in cluster 5 (Fig. 2c, d). 

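*GmPRR5b* (Glyma.04G228300, chromosome 4, 49758485 to 49763637) had its highest mean at ZT32, 10.6 ± 5.47 TPM (SD, n = 3), where ZT32 R was lowest at 4.31 TPM, and the next highest at ZT36, 1.86 ± 0.226 TPM. ZT32 exceeded ZT36 by 1.88 on the log2 scale (standard error 0.27, adjusted p = 3.1e-06 from limma's contrast), in 3 of 3 libraries, and the difference was 2.37 without ZT32 R. *GmTOC1c* (Glyma.06G196200, chromosome 6, 17608369 to 17614484) was highest at ZT36, at 2.49 ± 0.326 TPM, and lowest at ZT24, at 0.0679 ± 0.0334 TPM. Its difference from ZT40, where it reached 1.13 ± 0.313 TPM, was 0.72 (adjusted p = 0.011 from limma). That call was lost with a pseudocount of 0.1, without ZT36 M and without ZT40 L. *GmCOR28b* (Glyma.07G213000, chromosome 7, 38508149 to 38513586) was also highest at ZT36, at 1.84 ± 0.285 TPM. It was not separated from its level at ZT40, 1.26 ± 0.131 TPM (difference 0.33, adjusted p = 0.32 from limma), and was listed at 0 in part of the ZT24 libraries. *GmRVE2d* (Glyma.18G044200, chromosome 18, 3813589 to 3817289) rose from 0.376 ± 0.200 TPM at ZT32 to 47.4 ± 1.32 TPM at ZT40 and was still at 31.6 ± 8.43 TPM at ZT44. The rise from ZT32 to ZT40 was 5.15 on the log2 scale (adjusted p = 7.9e-15 from limma). ZT40 over ZT44 gave 0.60 (adjusted p = 0.085), past the threshold in limma only without the trend in eBayes, without ZT32 R or without ZT44 L. In the RNA clusters, *GmPRR5b* had a membership of 0.792 in the centre that peaks at ZT32, and *GmTOC1c* and *GmCOR28b* had 0.515 and 0.676 in a centre that peaks at ZT36. *GmRVE2d* reached 0.269 and was not assigned. At least 5 TPM at any time point was reached by neither *GmTOC1c* nor *GmCOR28b*.

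**Figure D4:**
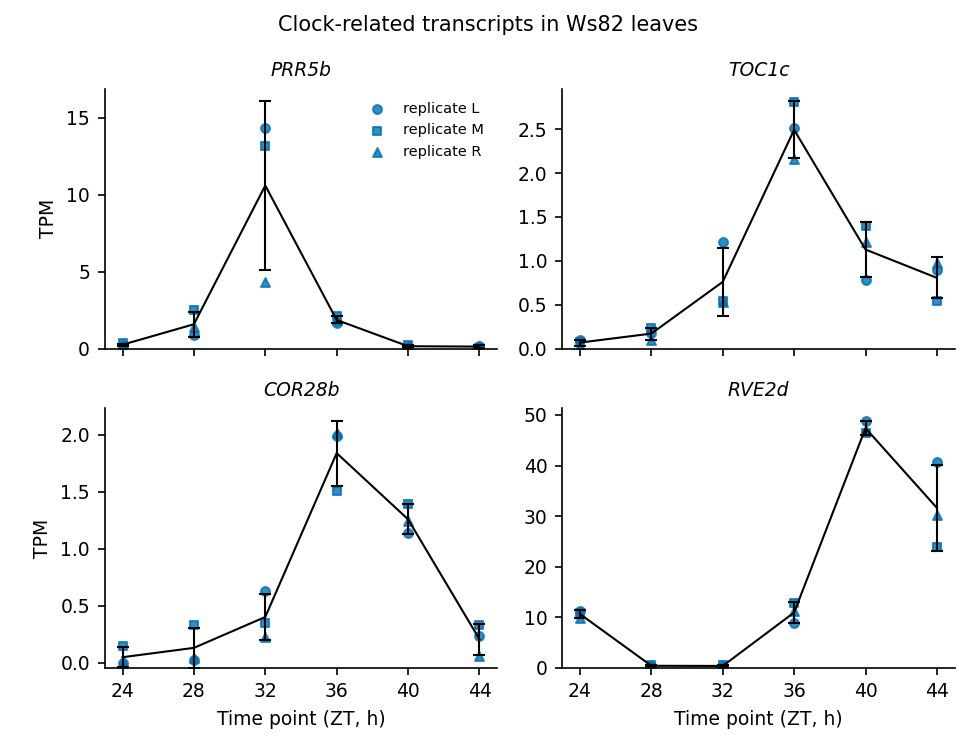
TPM of *GmPRR5b*, *GmTOC1c*, *GmCOR28b* and *GmRVE2d* by time point, with the 3 replicates as symbols and the mean with SD as a line. The means are highest at ZT32 for *GmPRR5b*, at ZT36 for *GmTOC1c* and *GmCOR28b*, and at ZT40 for *GmRVE2d*.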

Notably, light clusters genes included *GmPRR5b*, while dark clusters genes included *GmTOC1c* and circadian regulated genes, like *GmCOR28b* and *GmRVE2d* (Fig. S3a–d) (Li et al. 2016; Gray et al. 2017).

**Figure 2:**
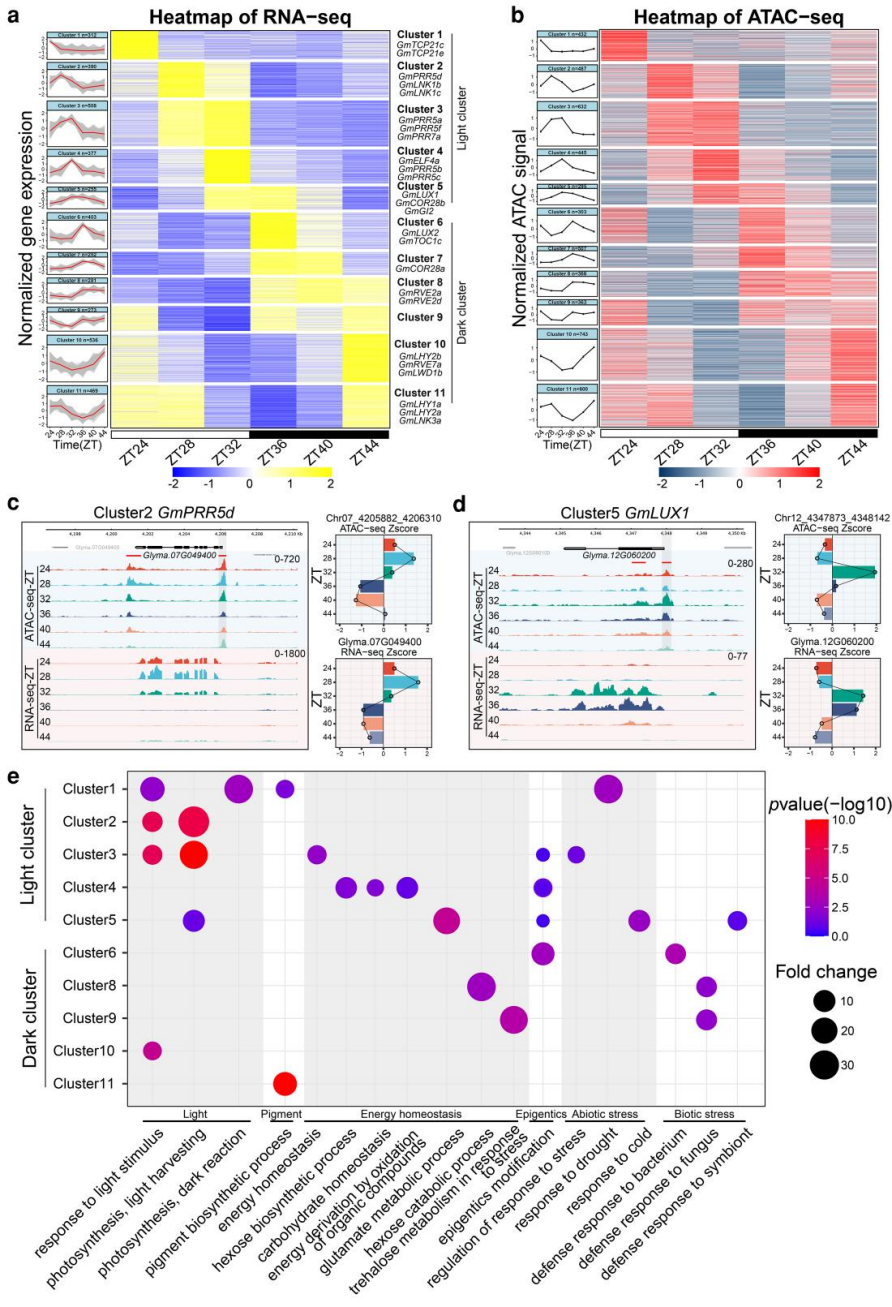
Co-oscillation genes were clustered rhythmically and pathway-enriched in sequential. a) Cluster analysis of 4,056 genes clustering by fuzzy c-means cluster approach. The line represents the mean gene expression level in each cluster. The shaded region shows the expression level of individual in each cluster. The heatmap shows the Z-score of expression for each gene grouped by different clusters. b) The line plot showing 11 clusters included 5,172 chromatin accessible regions, the error bar shows 95% confidence interval. The heatmap shows the Z-score of chromatin accessible level for each region grouped by different clusters. c, d) ATAC-seq and RNA-seq genome tracks for *PRR5d* and *LUX1* are shown on the left. The right panels display quantified chromatin accessibility of the shaded ACRs following Z-score normalization, with colors matching the 6 ZT time points in the genome tracks. e) GO enrichment analysis of identified clusters. N for Clusters 1–11 is 312, 390, 508, 377, 255, 403, 252, 281, 273, 536, and 469, respectively. The *P* values were calculated by Fisher exact test.

In the CCOG, approximately 52.0 to 65.8% of ACRs in each cluster were located in proximal regions, accounting for a higher proportion than genome-wide (Fig. S3e and f). This suggests that putative CRE within these ACRs may regulate gene oscillation. Previous studies have shown that histone acetylation marks active CRE (Andersson and Sandelin 2020). We found that 46.6% and 25.6% CCOG ACRs were enriched in H3K9ac and H3K27ac modifications, respectively, with a high correlation to gene expression (R^2^ ≥ 0.6, using Spearman rank correlation coefficient) (Fig. S4a and b; Table S5). Remarkably, the summits of H3K9ac and H3K27ac modifications were located downstream of ACRs, on average ∼250 bp away (Fig. S4c and d).

Subsequently, we investigated the pathways associated with the light and dark clusters. Gene ontology (GO) analysis revealed that cluster 1 to 3, which are activated in the early-morning, were significantly enriched with genes in pathways related to photosynthesis and light signal transduction, including photoreceptors such as *GmCRY1b-1* and *GmCRY2b*, as well as *CHLOROPLAST A/B BINDING PROTEIN* (*GmCAB*) (Fig. 2e). Upon exposure to sunlight, plants initiate light signal transduction, photosynthesis and carbon fixation. Clusters 4 to 5 were enriched with genes in pathways related to light harvesting, carbon and nitrogen metabolism, and response to cold (abiotic stresses). As light intensity decreased, plants exhibited enhanced carbon-nitrogen metabolic coupling and heightened responsiveness to cold stress. Notably, the dark clusters (clusters 6 to 9) were enriched with genes involved in pathways related to hexose catabolic process, trehalose metabolism–a pathway associated with response to abiotic and biotic stresses, while cluster 10 to 11 were involved in photosynthesis and pigment biosynthetic processes (Fig. 2e). Following sunset, plants experience heightened abiotic and biotic stresses and activate relative response pathways to avoid damage. And at dawn, they initiate the pigment biosynthesis in preparation for the photosynthesis of the following day (Fig. 2e). We hypothesize that chromatin accessibility can regulate gene expression to promote the balance between plant development and stress response.

Since ACRs on target genes are frequently bound by transcription factors, we identified motifs within ACRs to analyze the transcriptional regulatory network. To construct the core regulatory networks, we performed motif enrichment analysis for each clock gene to identify upstream regulators (*P* < 0.005; Materials and Methods). This analysis revealed a network containing 38 clock genes and 542 regulatory interactions between TFs and targets (Fig. S5; Table S6). On average, each ACR interacts with 14 clock genes. The transcriptional regulatory network also captured well-known interactions in *Arabidopsis*, such as those between *LHYs* and *PRRs*, between *LHY* and *TOC1 s*, between *LUXs* and *PRR* (Wijnen and Young 2006; Nohales and Kay 2016).

In summary, we identified oscillating cluster genes with time-sequential peaks in gene expression and chromatin accessibility, indicating well synchronized regulation of clock-controlled gene transcription and chromatin dynamic across the genome. The 11 clusters were enriched in typical biological processes in temporal order. This result indicates that chromatin accessibility is a critical prerequisite for gene circadian expression, aiming to balance the development and the response to endogenous cues and environmental stresses.

### Two ACRs exhibit distinct roles in regulating circadian rhythmic and stable expression of *GmLHY1a*

We identified 2 ACRs located upstream of the *GmLHYs* loci that are conserved across 4 homologous *GmLHYs* genes in soybean and exhibit a similar positional relationship with respect to each of these paralogs (Fig. S6). The typical *GmLHY1a* with the distal *ACR1* spanning from −5,753 to −5,518 bp upstream of ATG, and the proximal *ACR2*, ranging from −1,654 to −924 bp (Fig. 3a). 

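*GmLHY1a* (Glyma.16G017400) lies on chromosome 16 from 1526133 to 1539596 on the minus strand. Its TPM was 212 ± 22.0 (SD, n = 3) at ZT24, 79.6 ± 33.7 at ZT28, 12.5 ± 6.26 at ZT32, 2.01 ± 0.0973 at ZT36, 15.3 ± 1.31 at ZT40 and 144 ± 21.9 at ZT44. ZT24 exceeded ZT36 by 6.14 on the log2 scale (standard error 0.34, adjusted p = 3.7e-14 from limma's contrast) and ZT44 exceeded ZT36 by 5.58 (adjusted p = 1.6e-13), each in 3 of 3 libraries. The lowest TPM at ZT24, 187, was above the highest at ZT44, 164. In limma's fit, that difference of 0.56 (standard error 0.34) had an adjusted p of 0.35. It stayed positive in all 8 alternatives that keep the 18 libraries, from 0.25 with quantile normalization to 0.56, and in all 18 that leave out a library.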

*GmLHY1a* is highly expressed at ZT24 and ZT44 when the proximal ACR2 chromatin are more accessible while the distal *ACR1* does not show oscillatory patterns. Other *GmLHYs* homologous genes exhibit both comparable expression patterns and highly similar ACR localization profiles. 

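*GmLHY1b* (Glyma.07G048500, chromosome 7, 4102968 to 4114174) had 64.3 ± 10.3 TPM (SD, n = 3) at ZT24, 1.02 ± 0.0506 at ZT36 and 49.9 ± 9.22 at ZT44. *GmLHY2b* (Glyma.03G261800, chromosome 3, 45502100 to 45510812) had 105 ± 3.27 TPM at ZT24, 0.178 ± 0.0596 at ZT36 and 132 ± 27.1 at ZT44. All 4 *GmLHYs* had their lowest mean at ZT36, and their range between highest and lowest time point went from 5.00 for *GmLHY1b* to 6.81 for *GmLHY2b* on the log2 scale (largest adjusted p over the 4 genes 4.5e-14 in limma's F-test). The highest mean of *GmLHY2b* was at ZT44. It exceeded ZT24 by 0.31 (standard error 0.31, adjusted p = 0.62 from limma), so the order of the pair was not resolved, and the sign held in every alternative, from 0.17 without ZT44 R to 0.47 without ZT44 M. Over the 6 time-point means of log2(TPM + 1), Pearson's r between the 6 pairs of *GmLHYs* ranged from 0.969 to 0.997 and Spearman's rho from 0.943 to 1. Every pair passed exact permutation tests over the 720 pairings, with adjusted p of 0.0090 for r and 0.018 to 0.043 for rho, two-sided and adjusted over a family of 26 pairs. Without the pair of time points farthest from the median of the first gene, r stayed between 0.977 and 0.999. With untransformed TPM, the 3 pairs with *GmLHY2b* no longer passed. The test treats the 6 time points as exchangeable, so genes that share a 24-h rhythm can pass it without any other link. The RNA cluster of all 4 genes was a centre that peaks at ZT44, with memberships from 0.414 to 0.658.

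**Figure D5:**
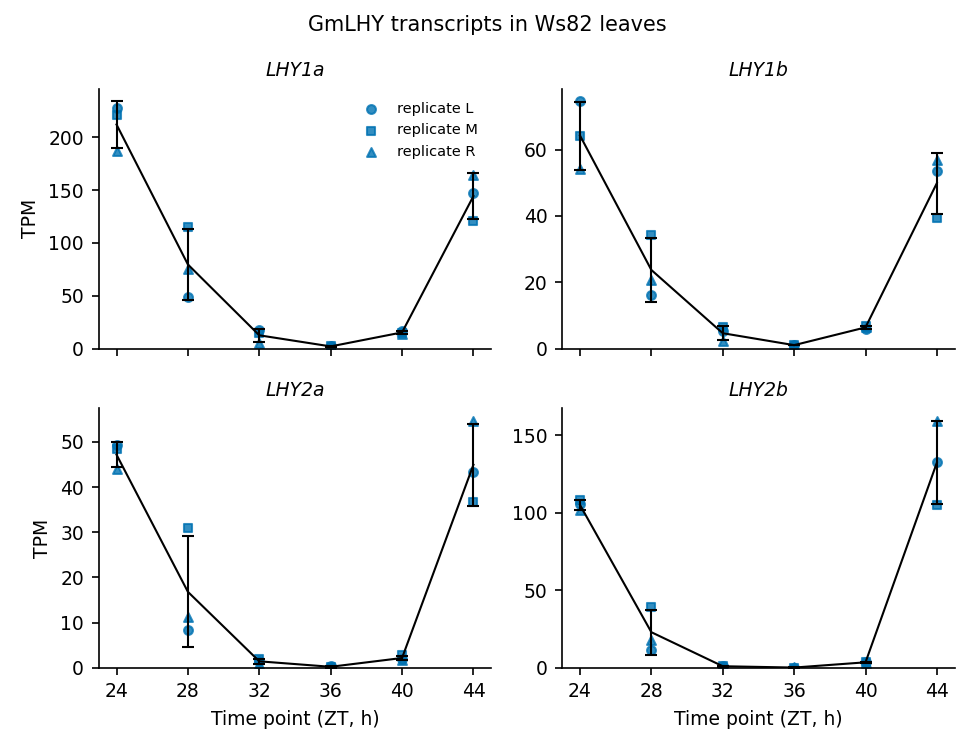
TPM of the 4 *GmLHYs* by time point, with the 3 replicates as symbols and the mean with SD as a line. The means at ZT24 and ZT44 are 212 and 144 TPM for *GmLHY1a* and 105 and 132 TPM for *GmLHY2b*, and all 4 genes are lowest at ZT36.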

Recent studies in both animals and plants have highlighted the significant role of distal CRE in regulating gene transcription, like *AtFT block* C enhancer and *AtGI* CRM2 (Adrian et al. 2010; Berns et al. 2014; Zhu et al. 2015). However, how ACRs function as CRE to regulate *LHY* as well as other core oscillator genes' expression remains unclear in plants. To address this, we aimed to dissect and validate the function of these 2 ACRs in the *GmLHY1a* promoter.

**Figure 3:**
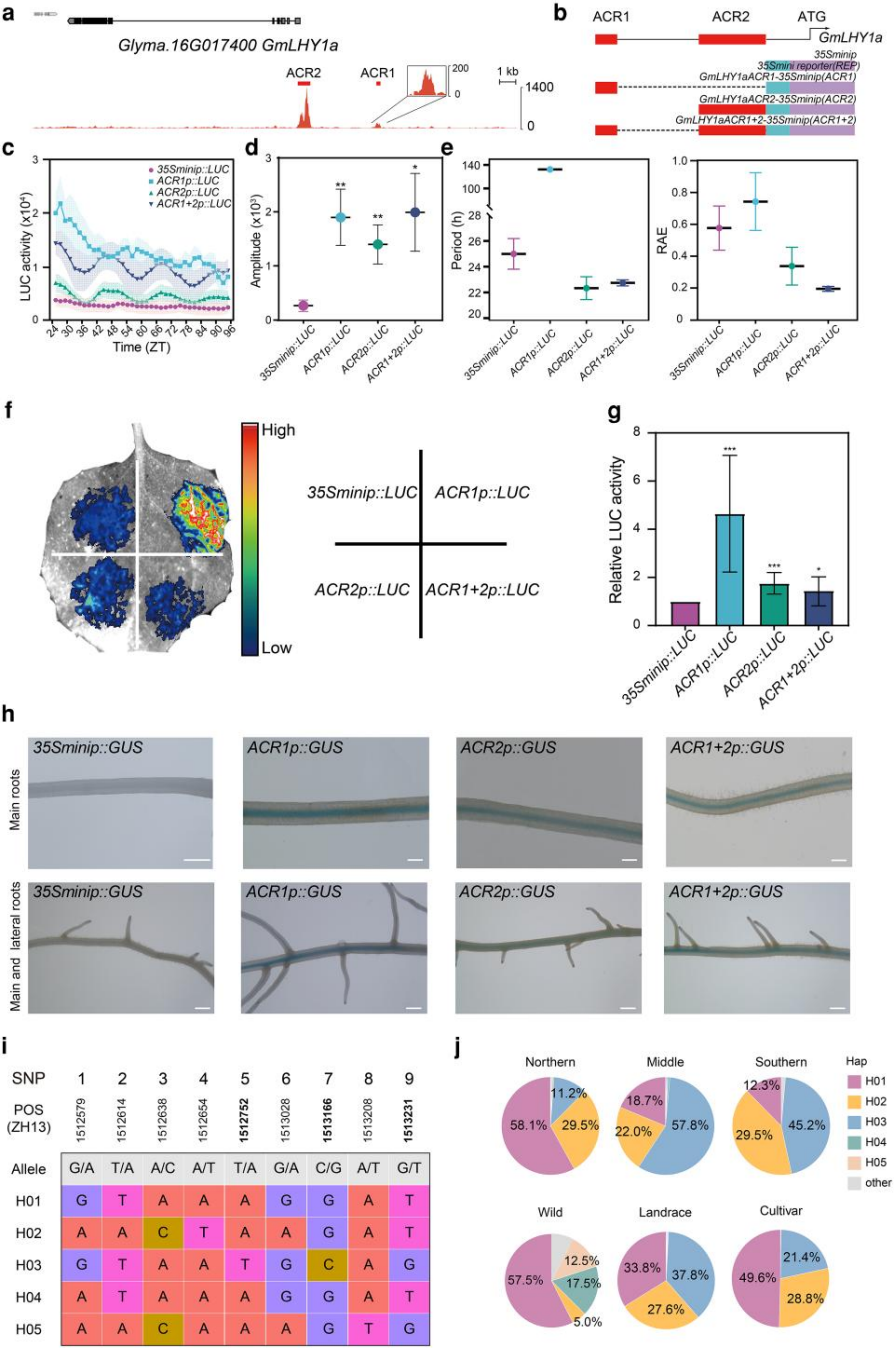
The oscillating pattern of *GmLHY1* transcription was regulated by 2 distinct functional ACRs. a) Genome browser view of chromatin accessibility *GmLHY1a* locus. The red boxes represent ACR1 and 2. b) A diagram showing the relative positions of the 2 ACRs derived from *GmLHY1a* locus. c) Comparative luminescence analyses of *GmLHY1a ACRp::LUC* rhythms in hairy root. The hairy roots carrying the LUC reporter were grown under 16hL:8hD cycles for 14 to 21 d before the constant dark entrainment. d, e) Period length and relative amplitude were calculated by FFT-NLLS analysis according to data from ZT24 to ZT96 (2 to 4 replicates per genotype). The period, amplitude, and relative amplitude error (RAE) are used to evaluate the strength of rhythmicity. Data represent mean ± sd. A Student *t* test was used to generate the *P* values, *P < 0.05, **P < 0.01. f, g) *LUC* reporter gene was driven by different *GmLHY1a ACRs* assayed in *Nicotiana* leaves. The relative LUC signal derived by *GmLHY1a ACR*. The signal was normalized by *35Sminip::LUC*. Data represent mean ± sd. A Student *t* test was used to generate the *P* values, *P < 0.05, ***P < 0.001. h) Soybean transgenic roots showing GUS signals. The *GmLHY1a ACRs* construct used in transformation is marked on each seedling image. The bar indicates 1 mm for all images. i) The haplotypes of *GmLHY1a ACR2*, with ZH13 accession as reference genome (1979 accessions in total). The SNPs within the ACR2 of *GmLHY1a* were extracted using *VCFtools* (0.1.17). j) Upper: Proportion of accessions (1979 accessions in total) with homozygous haplotypes in 3 geographic regions of China: north of the Yellow River (Northern), between the Yellow and Yangtze Rivers (Middle), and south of the Yangtze River (Southern). Bottom: Proportion of the accessions (40 from wild accession, 1,125 from cultivar accession, 532 from landrace accession) with homologous haplotypes in each distinct geography region and germplasm groups.

Both *GmLHY1a ACR1* and *ACR2* were cloned from Ws82 genomic DNA and inserted into a reporter vector containing a *35S minimal* promoter (−46 to +1 bp, *35S mini*), which is essential for transcriptional initiation with no (or low) basal expression (Amack and Antunes 2020). The constructs were then transformed into Ws82 hairy roots and assayed for LUC expression in free-running conditions following entrainment (Fig. 3b). We found that the LUC signal driven by *35S mini* alone was almost undetectable in the hairy roots (Fig. 3c). When only *ACR2* was present, it showed high diurnal circadian rhythmic expression, although with a lower amplitude compared with earlier studies (Dong et al. 2021). In contrast, when only *ACR1* was included, the signal was high but lacked a clear diurnal rhythm (Fig. 3c–e). However, when both *ACR1* and *ACR2* were placed upstream of *35S mini*, the resulting LUC signal exhibited high-amplitude 24-h rhythmic gene expression.

Taken together, these results suggest that the *ACR2* functions as a transcriptional regulatory cis-element, controlling the rhythmic expression of *GmLHY1a*, while the distal *ACR1* appears to have enhancer activity, activating the overall expression of *GmLHY1a*, suggesting the distinct roles of *ACR1* and *ACR2* regulate *GmLHY1a* expression level and rhythm respectively.

To further validate the enhancer activity of *ACR1*, we performed a transient assay in *Nicotiana*. Notably, compared with*35S mini* control*, ACR2* driven higher LUC signals were observed in *Nicotiana* leaves (Fig. 3f, g). In soybean hairy root, we transformed into a *GUS* reporter driven by the same ACRs fused with the *35S mini* promoter. GUS assay in hairy roots was consistent with LUC assay, confirming that *ACR1* functions as an enhancer at the *GmLHY1a* locus (Fig. 3h).

Some known circadian clock genes such as GmPRR3a/3b can bind to the promoter region to regulate the expression of *GmLHY1a* (Lu et al. 2020). Our findings show that their binding site is located within the *ACR2* region exactly. To explore potential circadian clock regulators, we performed motif enrichment analysis to screen for additional transcription factors capable of binding to the *ACR2* region (Fig. S7a). Further, experimental validation identified transcription factors such as GmFBH3 and GmSPT, which were predicted to bind *ACR2*, act as regulators of clock gene expression, and their functions were confirmed through dual luciferase (dual LUC) assay (Fig. S7b). Our findings indicate that ACRs play distinct roles in the *GmLHY1a* transcriptional regulation.

To understand how soybeans evolved and domesticated to adapt, we examined the genome variations in the *GmLHY1a ACR2* of 1979 previously re-sequenced soybean accessions (Zhou et al. 2015b; Liu et al. 2020). We identified 5 reliable haplotypes, H01-H05, in *GmLHY1a ACR2* (Fig. 3i). Interestingly, as latitude increases, the homozygosity rate of SNP 5, 7 and 9 exhibits a distinct upward trend, indicating a significant positive correlation (Fig. S8a–c). After domestication and as soybean adapted to different latitudes, SNP 5, 7 and 9 were strongly selected in accessions from various regions (Fig. 3j). We next examined how the distributions of the major H01-H05 alleles within the subset of Chinese accessions differed according to their geographic origins (Fig. 3j). As observed for the entire panel, H01 was strongly enriched in the northern region and fixed in cultivars. Within both landraces and improved cultivars, H01, H02 and H03 alleles occupy a dominant position (Fig. 3j). By analyzing published transcriptome data (Liu et al. 2020; Zhang et al. 2022a), we found that H01 exhibited the highest *GmLHY1a* expression, whereas accessions carrying H03 showed the lowest expression (Fig. S8d). Combined with the above geographic distribution data, we found that the SNPs within this *ACR2* regulate *GmLHY1a* expression and shape the geographic distribution of accessions. This conclusion corroborates that *GmLHY1a* contributes to the adaptation of soybean from its temperate origin to tropical regions (Dong et al. 2021). We collected the EMS-induced point mutation in *ACR2* (m1 and m2) from iSoybean database (Zhang et al. 2022a) (Fig. S8e). Sampling was performed at ZT24 and ZT36, and *GmLHY1a* expression levels were measured via RT-qPCR (Fig. S8e). We found that compared with WT plants, the *GmLHY1a* expression levels in both mutant materials were significantly downregulated at both time points.

Taken together, the distal *ACR1*, acts as a general enhancer in transient assays, increasing the baseline expression of a reporter gene driven by the *35S mini*. In contrast, the proximal *ACR2* functions as an essential core cis-element to induce transcription in response to the circadian clock. Strong correlations between SNP1 and SNP3 and latitude suggest that *ACR2* variants play a critical role in supporting the geographic distribution of soybeans.

### ACRs from CCOG and their enriched pathways are regulated by core clock genes

To investigate the role of core clock genes in controlling chromatin accessibility in soybean, we profiled chromatin accessible regions using ATAC-seq in the WT and CRISPR/Cas9-edited mutants deficient in circadian clock genes *GmLHY*s (*Gmlhy1a/1b/2a/2b*) and *GmLUXs* (*Gmlux1/2*) under continuous light condition (Cheng et al. 2019; Bu et al. 2021), with 2 independent replicates per time point, demonstrating robust correlations among replicates and conspicuous differences among distinct ZT samples (Fig. S9a). A similar assay was performed to detect chromatin accessibility changes at ZT24 and ZT36, representing subjective light and dark condition respectively. ZT24 corresponds to the peak of *GmLHYs* expression, while ZT36 corresponds to the peak of *GmLUX*. 

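In the RNA-seq of wild-type Ws82, *GmLUX2* (Glyma.11G136600, chromosome 11, 10366710 to 10369847) had 10.8 ± 2.98 TPM (SD, n = 3) at ZT36 and 1.10 ± 0.201 TPM at ZT24. It also exceeded ZT40, where it had 3.09 ± 0.600 TPM, by 1.51 on the log2 scale (standard error 0.23, adjusted p = 3.5e-05 from limma's contrast), in 3 of 3 libraries. *GmLUX1* rose from ZT24 to ZT36 by 1.17 (standard error 0.19, adjusted p = 1.9e-05) and *GmLUX2* by 2.47 (adjusted p = 1.2e-09). Across the expressed genes, 9659 differed between ZT24 and ZT36 in the same contrast, 6665 higher at ZT36 and 2994 lower. The median difference over all tested genes was 0.29, and with quantile normalization it was 0.081. Relative to that median, *GmLUX1* rose by 0.89, *GmLUX2* by 2.18, and the *GmLHYs* lay between -6.78 and -5.29. Quantile normalization evened out the directions, with 5251 genes higher at ZT36 and 4425 lower, so that 54.3% of the calls were higher. The number of genes higher at ZT36 was 4109 without ZT36 M, 4148 without ZT24 R and up to 7972 without ZT36 L. Each of the 14 genes that the paper pairs with an identifier differed over time in limma's F-test over all genes, and 14 did when adjusted over the list alone, which is no independent evidence where the paper chose them on these libraries. The paper takes ZT24 and ZT36 to represent subjective light and subjective dark and states that they are the peaks of *GmLHYs* and *GmLUX*.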

The chromatin accessibility landscape of *GmLHY2a* in WT was similar to that shown in Fig. 1, with the peak phase of chromatin accessibility concentrated at dawn (Fig. S9b).

Significant differences were observed between WT and mutants at genome scale, suggesting that chromatin accessibility across the genome was significantly altered in *Gmlhy1a/1b/2a/2b* and *Gmlux1/2* mutants compared with WT (Fig. 4a). No significant changes in average chromatin accessibility were observed across the 6 time points in WT (Fig. S10). At ZT24, chromatin accessibility in *Gmlux1/2* was 33% higher than in WT, while at ZT36, chromatin accessibility in *Gmlhy1a/1b/2a/2b* and *Gmlux1/2* was 25% higher than in WT (Fig. 4a). In the CCOG, differences in chromatin accessibility between WT and mutants were even more pronounced. At ZT24, chromatin accessibility in *Gmlux1/2* was higher than in Ws82, while *Gmlhy1a/1b/2a/2b* had the lowest accessibility. At ZT36, WT had the highest chromatin accessibility, followed by *Gmlux1/2*, with *Gmlhy1a/1b/2a/2b* still showing the lowest accessibility (Fig. 4b). These results indicate that the core clock genes regulate the circadian clock through not only transcription regulation but also via chromatin accessibility, especially those genes expression circadian rhythms. And *Gmlux* mutants cause more significant changes of chromatin status in several dark clusters 6 to 8 (Fig. S11). The most significant differences in chromatin accessibility among mutants occur at time points when *GmLUXs* (ZT24) or *GmLHYs* (ZT36) expression is lowest in WT plants. 

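The means of the *GmLHYs* at ZT36 ranged from 0.178 TPM for *GmLHY2b* to 2.01 TPM for *GmLHY1a*. At ZT24, *GmLUX1* had 0.0762 ± 0.0650 TPM (SD, n = 3). Its mean at ZT44 was 0.0147 ± 0.0171 TPM, a difference of 0.083 on the log2 scale that was not resolved (standard error 0.19, adjusted p = 0.86 from limma's contrast) and that was -0.00039 with quantile normalization. *GmLUX2* had its lowest mean at ZT28, 0.561 ± 0.0159 TPM. Each of the 3 libraries of ZT24 lay above each of ZT28, but the difference of 0.42 had an adjusted p of 0.25 (standard error 0.23, limma), and it passed the threshold only with the 100 highest genes left out.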

We measured the expression levels of *GmLHY1a* and *GmLUX1* in *Gmlux1/2* and *Gmlhy1a/1b/2a/2b* mutants and observed shifts in their expression rhythms (Fig. S12). The core clock genes may play a critical role in maintaining chromatin status oscillation.

**Figure 4:**
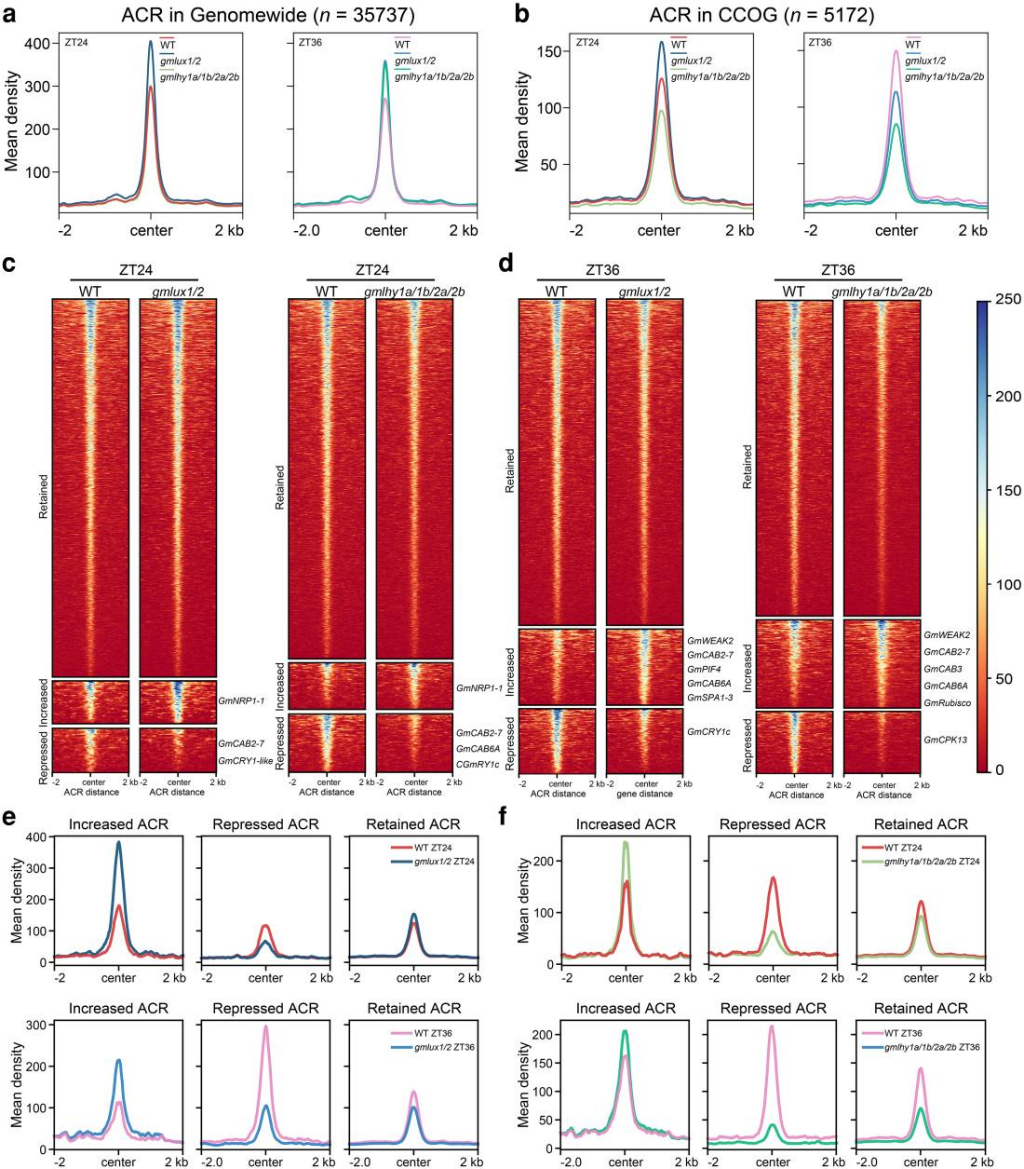
ACRs from CCOG are regulated by core clock genes. a) Average distribution of WT and mutant's chromatin accessibility signals in genome wide. Read counts per gene were summed in 50-bp bins. Left, ZT24. Right, ZT36. b) Average distribution of WT and mutant's chromatin accessibility signals in CCOG. Read counts per gene were summed in 50-bp bins. Left, ZT24. Right, ZT36. c, d) Heatmap and metagene plots reflecting the ATAC-seq signals of CCOG over the retained, induced, or repressed chromatin accessibility sites of *Gmlux1/2* and *Gmlhy1a/1b/2a/2b* in WT at ZT24 and ZT36. e, f) Genome track visualization of ATAC-seq profiles showing chromatin accessibility at the *GmCRY1-like* and *GmCAB2-7* locus of WT and mutants (ZT24, ZT36) under free-running conditions.

To explore how the chromatin accessibility is determined by core clock components, we identified differentially enriched ACRs between mutants and WT (Fig. 4c, d; Table S8). Any ACR in CCOG was considered as significant if it was identified in both biological replicates using *DESeq2* (*P* < 0.05) and showed increased or repressed tagmentation signals >1.5-fold. These differential ACRs associated genes included *GmNRP1-1*, *GmCAB2-7*, *GmCRY1c*, *GmCRY1-like*, *GmCAB6A*, *GmWEAK2*, *GmPIF4*, *GmSPA1-3*, *GmRUBISCO*, and *GmCPK13* (Zhou et al. 2015a; Zhu et al. 2016; Wei et al. 2020). These genes are enriched in pathways that are similar to those identified in CCOG, as revealed by GO analysis (Fig. S13). Among these genes, *GmCAB2-7* and *GmCRY1-like*, which is response to light signaling, light capture, and energy transfer (Aanderson and Kay 1995 ; He et al. 2022), the chromatin accessibility is moderately changed in *Gmlux1/2* and *Gmlhy1a/1b/2a/2b* mutants (Fig.4e, f; Fig. S14a and b). We also measured the expression levels of *GmCAB2-7* and *GmCRY1-like* in the mutants and found that their expression patterns were significantly altered (Fig. S14c and d).

We observed that ACRs are associated with the regulation of core clock gene expression, while the rhythmic activity of core clock genes in turn correlates with dynamic changes in downstream ACR accessibility. This points to a coordinated, reciprocal interaction between chromatin accessibility and circadian components, rather than a strict hierarchical regulatory pattern. Specifically, mutations in core clock components disrupt this regulatory cascade: compromised clock gene function leads to altered chromatin accessibility at downstream target genes involved in circadian-linked fitness pathways. This supports a feedback loop where ACRs may contribute to modulating core clock gene expression, and clock gene products reciprocally impact rhythmic chromatin remodeling and downstream transcriptional outputs. This bidirectional interplay is consistent with a role in maintaining circadian homeostasis, though further studies—such as assessing circadian rhythmicity of key physiological processes (eg, photosynthesis, flowering) in lines with perturbed ACRs-clock interactions—would be needed to confirm its relevance to circadian fitness.

### GmLHY1a directly targets and regulates *GmPIF4* through ACRs

We explored the associations between the core clock genes and ACRs. For example, *GmPIF4* is a critical regulator of photomorphogenic and thermomorphogenic growth (Huq and Quail 2002; Vinod Kumar et al., 2012). We found that *GmPIF4* is associated with 3 ACRs, of which 1 is located in the upstream of ATG and oscillates significantly with gene expression (Fig. 5a). 

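*GmPIF4* (Glyma.08G303900, chromosome 8, 42217649 to 42223362) had 13.7 ± 2.24 TPM (SD, n = 3) at ZT24, 11.3 ± 3.95 at ZT28, 6.13 ± 2.46 at ZT32, 1.12 ± 0.375 at ZT36, 2.31 ± 0.370 at ZT40 and 9.50 ± 1.25 at ZT44. ZT24 exceeded ZT36 by 2.80 on the log2 scale (standard error 0.28, adjusted p = 3.9e-09 from limma's contrast), in 3 of 3 libraries. Neither ZT28 (difference 0.28, adjusted p = 0.58) nor ZT44 (difference 0.48, adjusted p = 0.32) was separated from ZT24 in limma's fit. The 24-h cosine of *GmPIF4* peaked at ZT25.0 (adjusted p = 9.9e-08, limma). Its largest membership in an RNA cluster was 0.298, in the centre that peaks at ZT24, just under the limit of 0.3. Accessibility of its ACRs was not analysed here.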

By screening for binding motifs within these ACRs, we found that the binding site of the GmLHY1a protein is enriched in the ACR located in the promoter region of *GmPIF4* (Fig. 5b).

**Figure 5:**
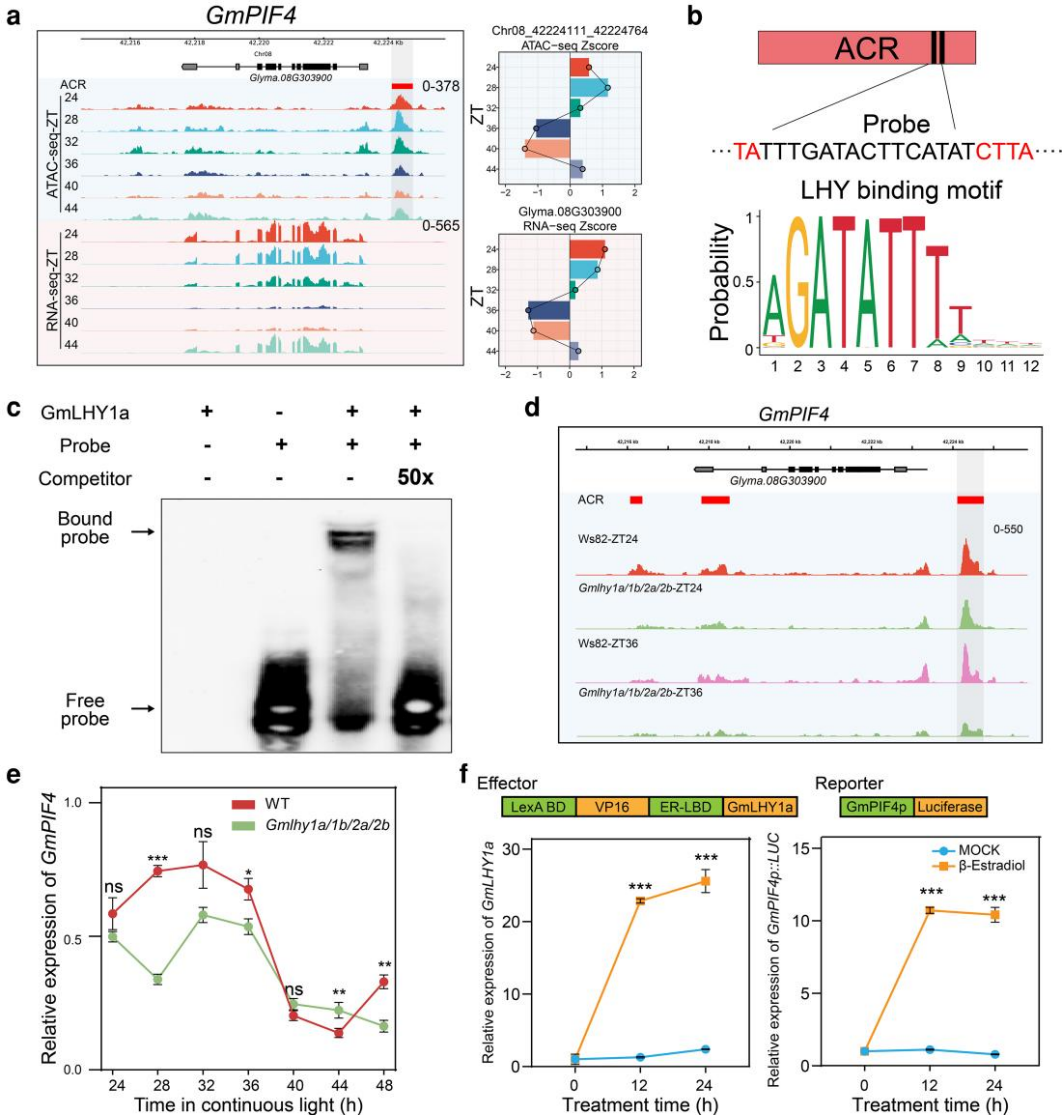
GmLHY1a regulates *GmPIF4* through associating with motifs at ACRs. a) Genome browser track view of ATAC-seq profiles of chromatin accessibility and RNA-seq data at *GmPIF4* locus at 6 time points (ZT24, ZT28, ZT32, ZT36, ZT40, ZT44) under free-running conditions. The red box represents the ACR. b) The GmLHY1a protein-binding sites within the ACR of the Gm*PIF4* promoter, along with the GmLHY1 binding motif, are shown. c) EMSA analysis demonstrated that the GmLHY1a protein binds to the probe derived from the *GmPIF4* ACR. Specifically, recombinant purified His-tagged GmLHY1a protein showed binding to the biotin-labeled probes tested. Unlabeled probes were used as competitors in the assay. d) Genome track visualization of ATAC-seq profiles showing chromatin accessibility at the *GmPIF4* locus of WT and mutants across 6 time points (ZT24, ZT28, ZT32, ZT36, ZT40, ZT44) under free-running conditions. The red box represents the ACR. e) The circadian rhythm of *GmPIF4* expression was measured in WT and *Gmlhy1a/1b/2a/2b* knockout mutants via RT-qPCR, *GmACTIN* used as control. Soybean seedlings were first grown under SD conditions at 24 °C for 19 d, after which they were transferred to continuous light. One-way ANOVA-test was used to generate the *P* values, *P  *<* 0.05, **P < 0.01, ***P < 0.001. Abbreviation: ns, nonsignificant. f) Upper: Constructs used for the transient transfection assay. LexA BD, LexA DNA-Binding Domain, VP16, transcription activity domain, ER-LBD estrogen receptor ligand-binding domain. The reporter vector is *GmPIF4* promoter (2,387 bp) derived LUC. Bottom: results from 3 independent replications; the value of each replication is represented by a dot. A Student *t* test was used to generate the *P* values, ***P < 0.001.

To investigate how GmLHY1a regulates *GmPIF4* expression via these ACRs, we examined the potential regulatory effect of GmLHY1a on *GmPIF4* promoter activity using an in vitro electrophoretic mobility shift assay (EMSA) (Fig. 5c). Our results demonstrated a direct binding interaction between GmLHY1a and the motif within the *GmPIF4*-associated ACR. Furthermore, when the *Gmlhy1a/1b/2a/2b* mutants were analyzed, the chromatin accessibility at the *GmPIF4* loci was significantly altered, particularly at ZT36, where the *Gmlhy1a/1b/2a/2b* mutant exhibited a much more condensed chromatin to WT (Fig. 5d). We measured *GmPIF4* expression in *Gmlhy1a/1b/2a/2b* mutants and WT via RT-qPCR. We found that *GmPIF4* expression level in *Gmlhy1a/1b/2a/2b* mutant is lower than WT, which indicates that the GmLHY1a activates the *GmPIF4* expression in soybean (Fig. 5e). To validate the regulatory relationship, we expressed *GmLHY1a* using an estrogen inducible system in *Nicotiana*. RT-qPCR data revealed a significant increase in the expression level of the *GmPIF4p::LUC* following *β*-estradiol treatment (Fig. 5f).

In summary, core clock genes such as *GmLUXs* or *GmLHYs* regulate diurnal changes in chromatin accessibility and bind to accessible regions of downstream genes, influencing their rhythmic expression. This study supports a model in which core circadian genes synchronize with exogenous environmental conditions via the TTFL, regulated by multiple epigenetic modifications (Nohales and Kay 2016). Both endogenous and exogenous diurnal rhythms are established, with core oscillator genes relaying rhythmic information downstream by binding to CRE marked by accessible chromatin and histone modifications. These processes regulate the transcription of target output genes in the same way (Fig. 6).

**Figure 6:**
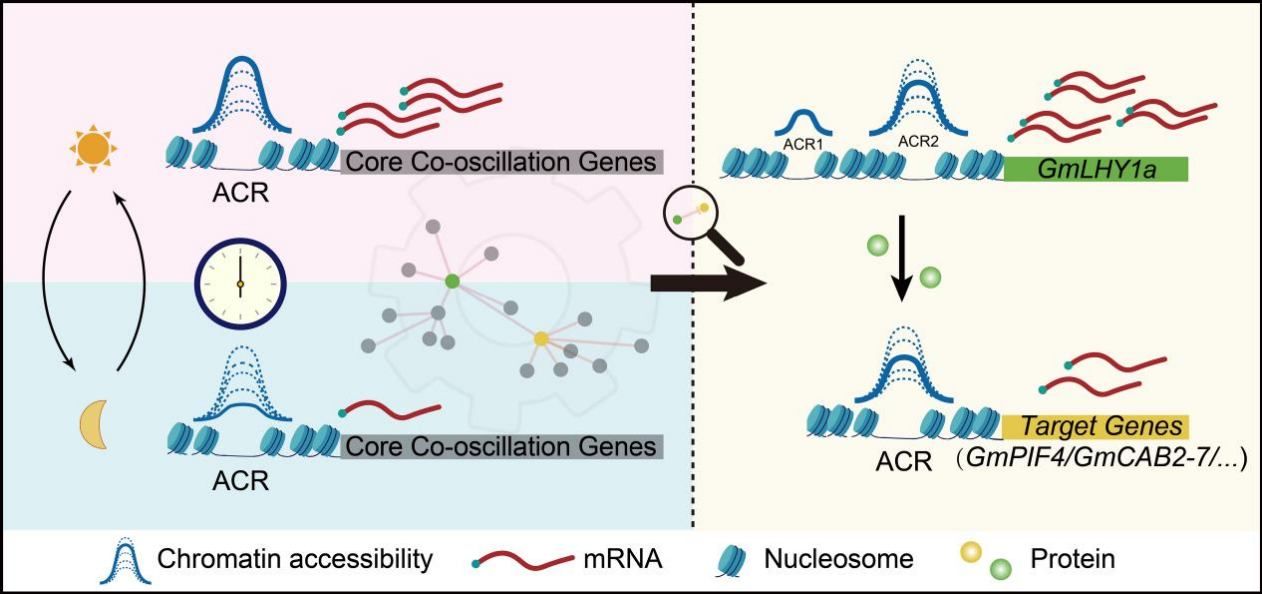
A general oscillating mechanism is proposed to highlight functional ACRs with rhythmic chromatin accessibility synchronize circadian inputs and outputs. On the left side, it shows that the CCOG genes exhibit resonance in chromatin accessibility and gene expression levels at different times of the day. Through a transcriptional regulatory network enriched based on ACRs, we identified transcriptional regulation on the right side. This includes the circadian rhythm of the core clock gene *GmLHY1a*, which is jointly regulated by 2 ACR segments in its promoter region, and these 2 ACRs maintain the stability of *GmLHY1a*'s circadian rhythm. Moreover, the GmLHY1a protein can regulate the transcription of downstream genes by binding to their ACRs, ultimately transmitting the circadian clock rhythm to downstream genes (i.e. *GmPIF4*, *GmCAB2-7*).

## Discussion

During dispersal to other latitudes, mutations at multiple core circadian clock genes have enabled soybean to adapt to light and temperature conditions across different latitudes, thereby facilitating yield improvement and expansion of its cultivation range (Lu et al. 2017, 2020; Dong et al. 2021). Previous studies have demonstrated that the expression of circadian clock genes and histone modifications exhibit synchronized circadian rhythms (Xue et al. 2023; Zhang et al. 2023), yet whether chromatin accessibility, as a fundamental epigenetic determinant of transcriptional regulation, exhibits similar rhythmicity in the circadian system remains unresolved.

In this study, we constructed a high-resolution multi-omics landscape by combing ATAC-seq, ChIP-seq and RNA-seq to investigate the oscillation of chromatin accessibility in soybean under free-running conditions. We found that soybean chromatin accessibility exhibits circadian rhythms, similar to histone modifications such as H3K9ac and H3K27ac, which oscillate in coordination with gene expression. By clustering CCOG, we found that the expression patterns of genes involved in processes such as light signaling, and stress resistance are also regulated by chromatin accessibility. Also, we found that downstream genes execute various functions, including regulating growth and developmental processes, gene expression, stomatal opening and closing, hormone responses, metabolism, and stress responses, ensuring temporal and spatial coherence with external environmental conditions.

Previous studies have shown that there are examples where core promoters and enhancers located far apart coordinately regulate *Flowering Locus T* gene expression in *Arabidopsis* (Liu et al. 2014). In this study, we found that *GmLHYs* genes possess relatively conserved CRE, with ACR1 and ACR2 serving distinct functions in soybean. *ACR1*, located at the distal region of the promoter, enhances *GmLHY1a* expression and functions as an enhancer, while *ACR2*, located proximally, is necessary for the rhythmic expression of *GmLHY1a*. We identified GmSPT and GmFBH3 as potential transcription factors that can bind to the *GmLHY1a ACR2* to regulate its transcription. Furthermore, the circadian clock genes *GmLHYs* and *GmLUX* can influence chromatin accessibility of the CCOG ACRs. When the core clock is lacking, the stability of circadian transcriptional feedback loops is disrupted, and chromatin modifiers (e.g. histone acetyltransferases, deacetylases, or chromatin remodelers) that control the temporal gating of chromatin accessibility in epigenetic regulations are disrupted, resulting in widespread, uncoordinated changes in genome-wide chromatin accessibility. Therefore, we propose that the transcription regulation through ACRs is a common pattern in circadian rhythm.

Furthermore, we found that the core circadian gene *GmLHY1a* regulates the *GmPIF4*, an output transcription factor of the circadian clock, by directly binding to its promoter through the ACR region. Elucidating circadian clock regulatory mechanisms enhances our understanding of the soybean circadian network. Moreover, it establishes a foundation for deciphering the molecular mechanisms underlying key biological processes regulated by the circadian clock, including photoperiod and temperate adaptability, light signal transduction, energy metabolism, and responses to biotic/abiotic stresses. In agriculture, soybean and other legumes form symbiotic nodules with rhizobia to fix nitrogen, thereby meeting their nutritional requirement for growth and development. It has been demonstrated that the circadian clock regulates the nodulation (Zhang et al. 2022b; Dong et al. 2023). Accordingly, we postulate that perturbations in circadian rhythmicity due to altered chromatin accessibility of core clock genes like GmLHY and GmLUX may represent an unrecognized regulatory node linking epigenetic dynamics to the temporal control of nodulation. As an integral part of this regulatory framework, this effort elucidates the epigenetic modification response components and regulatory networks governing the soybean circadian clock.

In recent years, gene editing targeting non-coding regions such as cis-regulatory elements have provided an approach to germplasm improvement (Hendelman et al. 2021; Lou et al. 2025). According to this time-course dependent cis-elements landscape in genome-wide targeted editing of cis-elements in the non-coding regions of soybean circadian clock genes holds significant scientific potential for resolving the trade-offs between phenotypic traits caused by gene pleiotropy. This approach enables the fine-tuning of phenotypes in a controlled and quantitative manner, which is particularly crucial for overcoming the long-standing negative correlation between flowering time and yield traits in traditional soybean breeding programs (Song et al. 2022; Aguirre et al. 2023).

In conclusion, our findings not only establish an epigenetics landscape of circadian regulation but also provide a perspective on how chromatin accessibility participates in transcriptional regulation and the function of chromatin accessible regions. This study investigated the CRE underlying circadian rhythms, thereby establishing a foundation for further exploration and utilization of CRE to improve agronomic traits.

## Materials and methods

### Plant materials

For collecting serial samples in free-running conditions, soybean (*Glycine max* (L.) Mer.) Williams 82 (Ws82) seedlings were grown under SD conditions (8 hL/16 hD) for about 18 d with temperature cycles of 24 °C (light, 300–500 μmol m^−2^ s^−1^)/22 °C (dark), until the first tri-foliate leaf opened. On the nineteenth day, the plants were transferred into LL (constant light, 24 °C). After 1 d under LL, the first tri-foliate leaf was sampled every 4 h for 20 h starting at ZT24 on the 20th day for multi-omics or qPCR under free-running conditions.

### Plasmid construction

The promoter region was amplified from Ws82 gDNA by PCR and in-fusion into a *0800-pGreen* vector to generate *GmPIF4p::LUC* (2,387 bp) and *GmLHY1ap::LUC* (2,571 bp). The full length of cDNA of transcription factor was amplified from Ws82 cDNA by PCR and in-fusion into a *62sk-pGreen* vector to generate *Gm35Sp::LHY1a*. This construct was introduced into *Agrobacterium tumefaciens* strain GV3101-pSOUP and used for *Nicotiana* transformation. For hairy root transformation, the *GmLHY1a* ACR was amplified by PCR from Ws82 gDNA and cloned into entry vector *Fu76*, *LUC* and *GUS* reporter were cloned into entry vector *Fu79* either. The destination vector *pSoy10* and recombinant entry vector were recombined using gateway LR (11791020, Invitrogen). The recombinant destination vectors were delivered into soybean hairy roots via *Agrobacterium rhizogenes* strain K599 mediated transformation. For protein purification, the *GmLHY1a* CDS without stop codon was cloned into *pET28a-His* vector by homologous recombination, then transformed into *E. coli* strain *BL21*.

### ChIP-seq library preparation

Soybean tissues were crosslinked with 1% formaldehyde and quenched with 0.2 M glycine. For each experiment, about 1 to 2 g of the sample was ground into a fine powder in liquid nitrogen. The nuclei were diluted in Honda buffer (0.44 M Sucrose, 1.25% Ficoll, 2.5% Dextran T40, 20 mM HEPES, 10 mM MgCl_2_, 0.5% Triton X-100, 5 mM DTT, and Protease inhibitor cocktail) at 4 °C. After nuclei lysis, chromatin was fragmented into 200 to 600 bp by ultrasound processing using a Bioruptor (Diagenode). The lysates were centrifuged at 16,000 *g* at 4 °C for 20 min. 40 μL suspended proteinG magnetic beads (1002D, Invitrogen) pre-washed with Antibody Buffer were added to the sonicated chromatin to pre-clean the chromatin. Chromatin immunoprecipitation was performed using 2 to 5 μL anti-H3K9ac (ab10812, Abcam) or anti-H3K27ac (07–360, Millipore). After incubating 8 h at 4 °C, the protein-DNA complexes were subjected to immunoprecipitation by incubating the antibody-bead complexes with the fragmented chromatin. Then, the target protein-DNA complexes were eluted from the beads by adding 1 mL of freshly prepared High salt buffer, Low salt buffer, LiAc buffer, and TE buffer. After reverse cross-linking of DNA and protein by Chelex-100, ChIP-DNA was extracted using phenol: chloroform: isoamyl alcohol. ChIP-DNA libraries were prepared using a NEBNext Ultra II DNA Library Preparation Kit (E7645, NEB). DNA clean beads (N411, Vazyme) were used to select 250- to 650-bp library fragments. Finally, the DNA fragments were sequenced using an Illumina HiSeq X-Ten system (paired-end 150-bp reads). 3 biological replicates were obtained for each time point.

### RNA-seq library preparation

Total RNA was isolated from mature leaves using the RNeasy Plant Mini Kit according to the manufacturer's recommendations (74904, QIAGEN). Ribosome RNA was removed from 0.5 to 1.5 g of Total RNA using a TruSeq Stranded Total RNA kit with Ribo-Zero Plant for RNA-seq (RS-122-2401, Illumina) according to the manufacturer's recommendations. RNA sequencing was performed on an Illumina HiSeq X Ten system (paired-end 150-bp reads). 3 biological replicates were obtained for each time point.

### ATAC-seq library preparation

Samples were collected every 4 h for 1 d (ZT24–ZT44) under constant light condition. Approximately 1 to 2 g of the soybean mature leaves were ground into a fine powder in liquid nitrogen. Then the crude nuclei were filtered with Miracloth. After nuclei extraction using Nuclei Protect Buffer (20 mM MOPS, 40 mM NaCl, 90 mM KCl, 2 mM EDTA, 0.5 mM EGTA, 0.5 mM Spermidine, 0.2 mM Spermine, 1 × PIC), 50 k isolated nuclei were prepared for chromatin tagmentation by Tn5 transposase (TD501, Vazyme) for 30 min at 37 °C. Digested chromatin was purified using a CTAB followed by PCR amplification, product purification (N411, Vazyme) and paired-end sequencing (2 × 150 bp) using an Illumina Hiseq X-Ten. 3 biological replicates were obtained for each time point.

### Data processing and analysis

For ATAC-seq, adapter sequences were removed using *Trimmonmatic* (version 0.39), and sequencing reads were aligned to the soybean reference genome (Gmax_Wm82_a2_v1) with *Bowtie2* (version 2.2.9) using the parameters: –very-sensitive –no-discordant –no-mixed –no-unal -k 10. Initial ACRs were identified using *MACS2* peak calling (macs2 callpeak -f BAMPE –keep-dup all -B –SPMR –nomodel –shift −100 –extsize 200, version 2.2.6) (Zhang et al. 2008; Bolger et al. 2014; Langmead et al. 2019). For each time point, we called peaks individually from 3 replicates (with downsampling to standardize depth) and from merged replicate reads, retained consistent peaks from both, then integrated ACRs across all time points to yield total ACRs.

Subsequently, the top 0.5% of ACRs with the highest signals were excluded, as were ACRs with RPKM (Reads Per Kilobase of transcript per Million mapped reads) <10 across all 6 time points. A threshold based on the 5th percentile (RPKM = 7) was applied to remove regions with consistently low accessibility. Using the variance in chromatin accessibility across the 6 time points, ACRs were further categorized into fluctuating ACRs (Coefficient of variation, CV ≥ 13, corresponding to the 10 percentile) and relatively stable ACRs (CV ≤ 13). The Clustering analysis was performed using *Fuzzy* C-Means Clustering.

The chromosomal distribution of ACRs was analyzed using *ChIPseeker* (version 1.26.2) with the TSS region parameter set to c (−1,000, 1,000) (Yu et al. 2015). For motif analysis, peak sequences were extracted and compared against random sequences using *MEME-ChIP*. Transcription factor enrichment was calculated using information from the PlantTFDB and JASPAR databases (Jin et al. 2017; Rauluseviciute et al. 2024). Enriched motifs were selected based on an adjusted *P*-value <0.00001 and %TP >10.

ChIP-seq analysis steps were conducted following the procedures described in ATAC-seq.

### RNA-seq data processing and analysis

Adapter sequences were trimmed using *Trimmonmatic* (version 0.39) and the processed reads were aligned to the soybean reference genome (Gmax_Wm82_a2_v1) using *HISAT2* (version 2.2.1). Gene expression levels were quantified with *StringTie*, and transcript abundances were normalized as TPM (Transcripts Per Million) (Kim et al. 2019). Genes with TPM values <1 across all time points were excluded.

Based on the variance of gene expressions across 6 time points, genes were classified into fluctuating genes (CV ≥ 16, corresponding to the 10 percentile) and relatively stable genes (CV ≤ 16). Clustering analysis was performed using *Fuzzy* C-Means Clustering, following the same procedure as for ATAC-seq.

For ACRs and gene expression datasets filtered and clustered in the previous steps, we utilized the *MFuzzy* package with the parameter min.acore = 0.3 (Kumar and Futschi 2007). This process resulted in 10,180 genes and 15,719 ACRs. Subsequently, a Spearman correlation coefficient threshold of ≥0.6 was applied, narrowing the results to 4,056 genes and 5,172 ACRs.

Gene Ontology (GO) enrichment analysis was performed using the *clusterProfiler* package (version 4.10.0) (Wu et al. 2021).

### Data visualization

All ATAC-seq, RNA-seq, and ChIP-seq bigWig files were generated using *deeptools* (version 3.5.5) bamCoverage with normalization to RPKM (Ramírez et al. 2016). Genome browser tracks were visualized using *pyGenomeTracks* (version 3.6) (Lopez-Delisle et al. 2021). Additionally, gene expression, ACR abundance, and ChIP peak-related plots were created in *R* (version 4.0.4) using the *ggplot2* package (version 3.3.5) (Ginestet 2011).

### Estrogen-inducible Assay

The *GmLHY1a* construct was generated by PCR amplification of Ws82 cDNAs, followed by recombination into the estrogen-inducible vector *pMDC7*. The *GmPIF4* promoter (−2,387 bp) was developed using the *pGreen-0800* backbone. The *Pro_EST_::GmLHY1a* (estrogen-inducible *GmLHY1a*) and *GmPIF4p::LUC* constructs were transformed into *Agrobacterium tumefaciens* strain GV3101, which were then co-infiltrated into *N. benthamiana* leaves. After 1 d of dark incubation, 30 μM β-estradiol or water was injected into the same infiltrated *N. benthamiana* leaves. At 12- and 24-h post-treatment, the leaves were harvested to extract RNA and quantify the expression of genes.

### Dual-luciferase reporter assay

The recombined reporter plasmid *pGreen-0800* and effector plasmid *pGreen-62sk* were introduced into *A. tumefaciens* strain GV3101 (pSoup). The reporter and effector plasmid were transiently co-transformed into *N. benthamiana* leaves. The firefly luciferase (LUC) and Renilla luciferase (REN) activities were quantified using Double-Luciferase Reporter Assay Kit (FR201, Transgen).

### Hairy root transformation

The constructed vector was transformed into *Agrobacterium rhizogenes* strain K599. The correct monoclonal colonies were shaken at 28 °C in LB medium until the OD_600_ reached approximately 0.5. The bacterial cells were collected by centrifugation at 5,000×g and resuspended in liquid Co-Cultivation medium (0.32 g/L B5, 30 g/L Sucrose, 0.59 g/L MES, 40 mg/L Acetosyringone, pH5.4). The Ws82 seeds were sterilized by Cl_2_ treatment for 14 h and imbibed overnight. Next day, remove the seed coat using a scalpel and cut off the radicle. After immersion and infection of explants with *Agrobacterium rhizogenes* for 1 h, the explants were retrieved, and excess bacterial solution was removed. The explants were then transferred to a Co-Cultivation medium (liquid Co-Cultivation medium, 4.25 g/L Agar) and incubated in the dark for 3 d. When the wound was enlarged, the explants were transferred to a hairy root induction medium (1/10× Gamborg B5, 30 g/L sucrose, 3.9 g/L MES, 4.25 g/L agar, 400 mg/L cysteine,154.2 mg/L DTT, 40 mg/L acetosyringone, pH5.4) and cultured under long-day conditions for 14 to 21 d. Those exhibiting dsRed fluorescent signals were identified as positive hairy roots.

### LUC signal capture

Transgenic hairy root was placed into plate with Co-Cultivation medium and 2.5 mM D-Luciferin (LUCK-100, GOLDBIO) with 0.01% Triton. After constant-dark treatment for 24 h, the LUC signal was captured for 96 h in constant dark condition by CCD camera. The *promoter::LUC* luminescence from 1 hairy root fragment every 2 h for 30 min.

### GUS staining

Transgenic hairy roots were vacuum infiltrated in pre-cooled 90% acetone for 5 min, rinsed with pre-cooled water and on ice for 20 min. They were subsequently incubated with GUS-staining solution (100 mM sodium phosphate, pH 7.0, 10 mM EDTA, 0.1% Triton X-100, 0.5 mM potassium ferrocyanide, 0.5 mM potassium ferricyanide, and 0.05% X-Gluc) at 37 °C overnight. The GUS-stained tissues were then cleared in 80% ethanol 3 times for more than 5 hours until the green pigmentation dissipated. The cleared tissues were observed directly under a microscope.

### Accession numbers

Sequence data from this article can be found in the Phytozome under the following accession numbers: *LHY1a* (Glyma.16G017400), *LHY1b* (Glyma.07G048500), *LHY2a* (Glyma.19G260900), *LHY2b* (Glyma.03G261800), *PIF4* (Glyma.08G303900), PRR5d (Glyma.07G049400), *LUX1* (Glyma.12G060200), *LUX2* (Glyma.11G136600).

## Supplementary Material

koag063_Supplementary_Data

## Data Availability

All data are available in the main text or the materials. The ATAC-seq (accession number:GSE276840), RNA-seq (accession number: GSE276845) and ChIP-seq (accession number:GSE276885) NGS data are available at NCBI GEO database.

# Supplementary material for: Circadian oscillations in chromatin accessibility systematically orchestrate rhythmic gene transcription in soybean
**Source:** Plant Cell. 2026 Mar 9;38(4):koag063. doi: 10.1093/plcell/koag063
**Supplement:** koag063_Supplementary_Data

**A**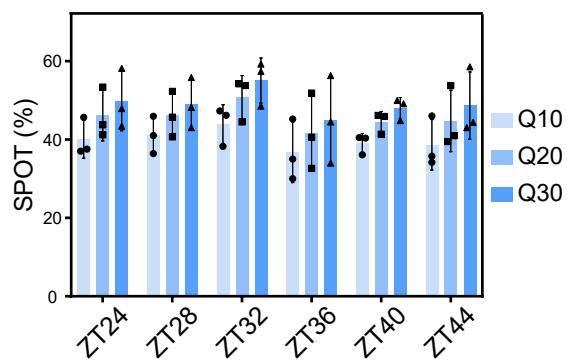**B**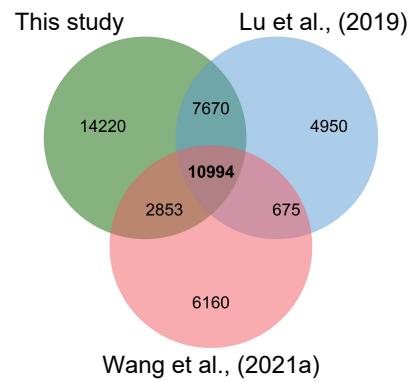**C**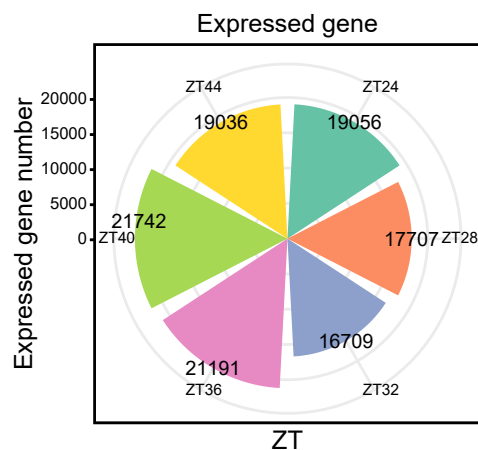**D**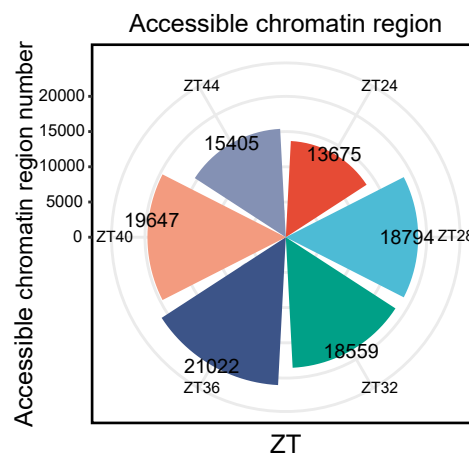

### Supplemental Figure S1. Overview of ATAC-seq and RNA-seq data of soybean.

A: The SPOT ratio of ATAC-seq, Q10-Q30 represent the sequencing quality.

B: A Venn diagram showing the overlap of ACRs between time-course ATAC-seq and published single time point ATAC-seq.

C, D: Phase distribution of expression genes (B) and ACRs (C) under LL conditions. Each sector represents one ZT time point. 

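By its highest time-point mean of TPM, each of the 24620 expressed genes was assigned to 1 time point. ZT36 took 8118 genes (33.0%) and ZT40 7776 (31.6%), while ZT24 took 2744, ZT44 2597, ZT28 1989 and ZT32 1396. Together, 64.6% of the genes were highest at ZT36 or ZT40. That share was 57.0% with the 100 highest genes left out and the rest rescaled, 38.9% when the 45463 genes that pass 1 TPM after that rescaling were counted instead (48.0% of 40836 genes without ZT32 R), and 35.1% with quantile normalization, which makes the distribution of values equal in all libraries. Equal shares would give these 2 time points 33.3%. With quantile normalization, ZT36 still took the most genes, 24.9%, while the excess at ZT40 was lost. Among the 6076 genes past the F-test with the same highest time point in L, M and R, 2320 were highest at ZT36 and 1604 at ZT40.

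**Figure D6:**
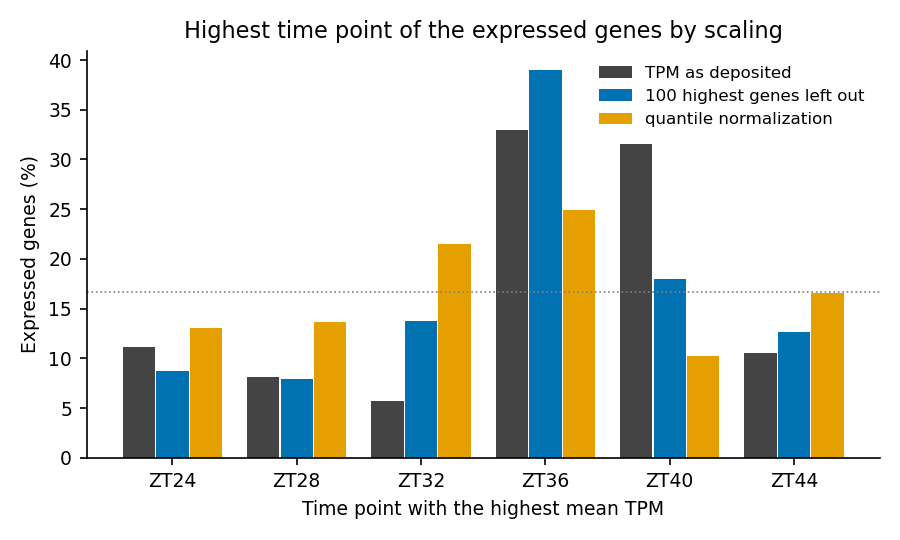
Share of expressed genes, in percent, with their highest mean TPM at each time point, for TPM as deposited, with the 100 highest genes left out and the rest rescaled, and with quantile normalization. The dotted line is an equal share for each time point. ZT40 goes from 31.6% to 18.0% and 10.2%, and ZT32 from 5.67% to 13.7% and 21.5%.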

The radius of each sector corresponds to the number of genes or ACRs expressed at that ZT point.

**A**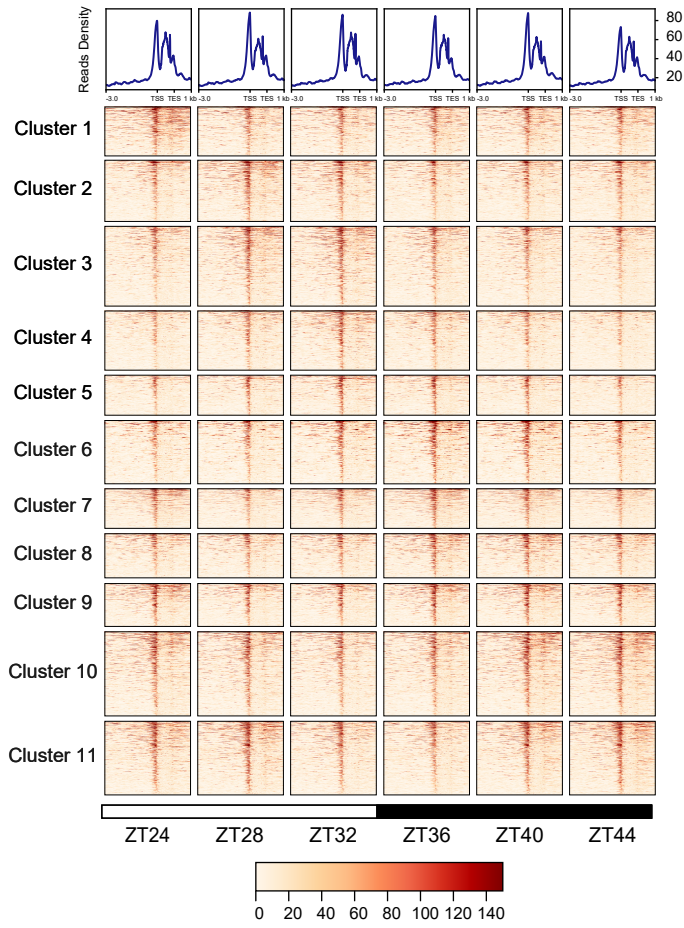**B**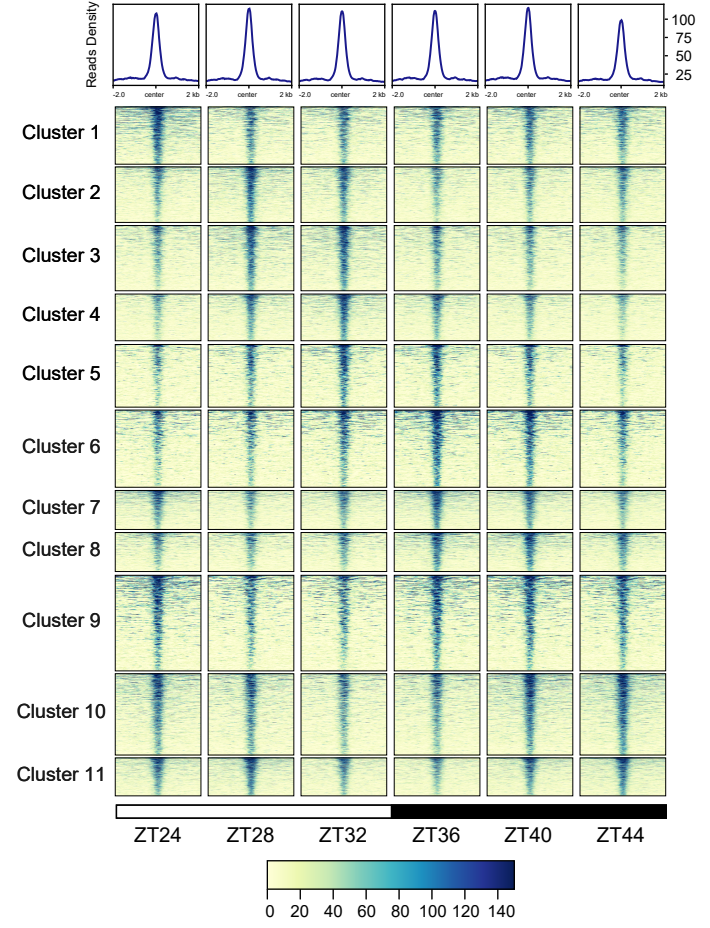

### Supplemental Figure S2. CCOG oscillation patterns in different clusters.

A, B: Binding profiles of chromatin accessibility at the 3 kb upstream of TSS and 1 kb downstream of TES (A) and flank sequence of ACR summit (B). Heatmap of the chromatin accessibility of CCOG's ACRs sorted by the oscillation phase.

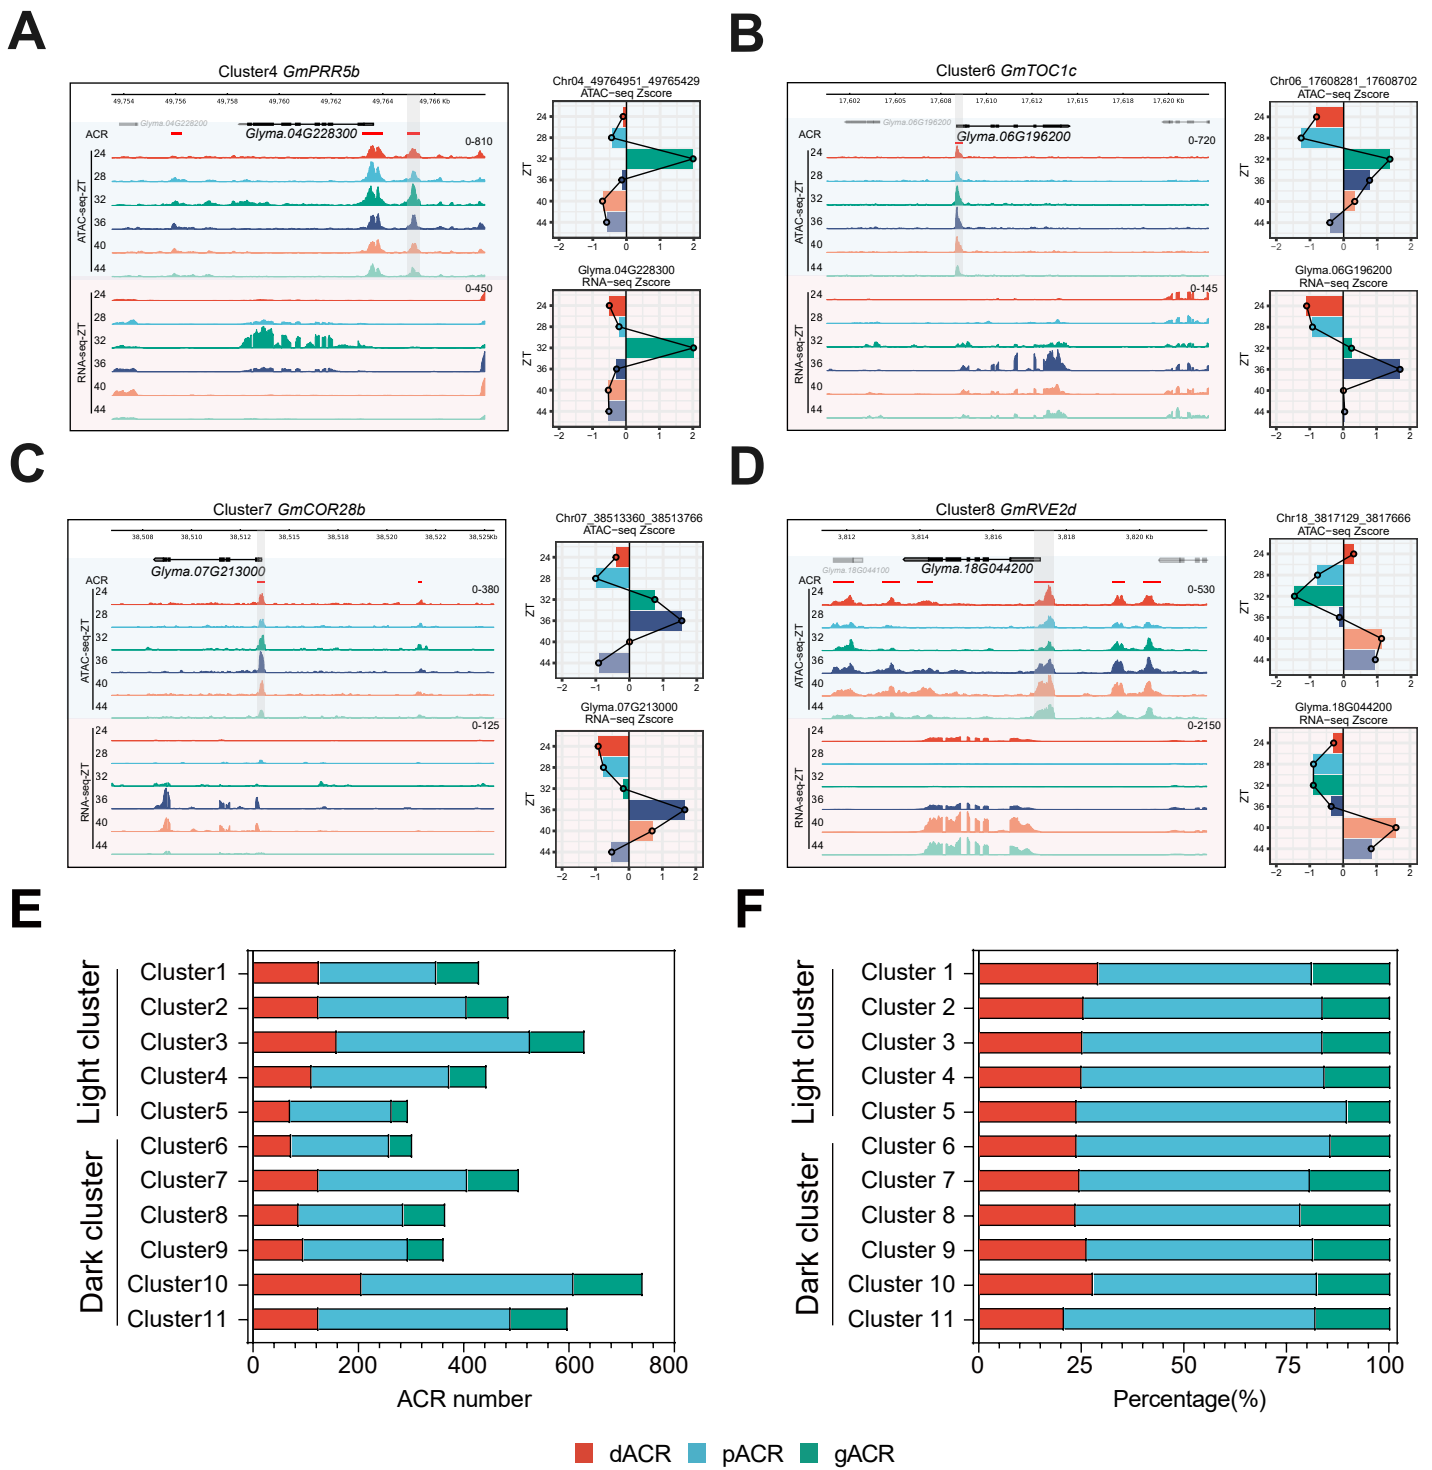

### Supplemental Figure S3. Genome browser visualization of the chromatin accessibility oscillations in soybean clock genes.

A-D: ATAC-seq and RNA-seq genome tracks for *GmPRR5b* (A), *GmTOC1c* (B), *GmCOR28b* (C) and *GmRVE2d* (D) are shown on the left. The right panels display quantified chromatin accessibility of the shaded ACRs following Z-score normalization, with colors matching the six ZT time points in the genome tracks.

E, F: Distribution of ACR in CCOG categorized as distal ACR (dACR), proximal ACR (pACR), and genic ACR (gACR) are shown. dACR: ACRs located more than 1 kp away from the TSS or TES of a gene; pACRs fall within 1 kp of a gene's TSS and TES; gACR: ACRs located within the genebody, including 5' and 3'UTR. The number of ACRs in each category is indicated in the bar plots.

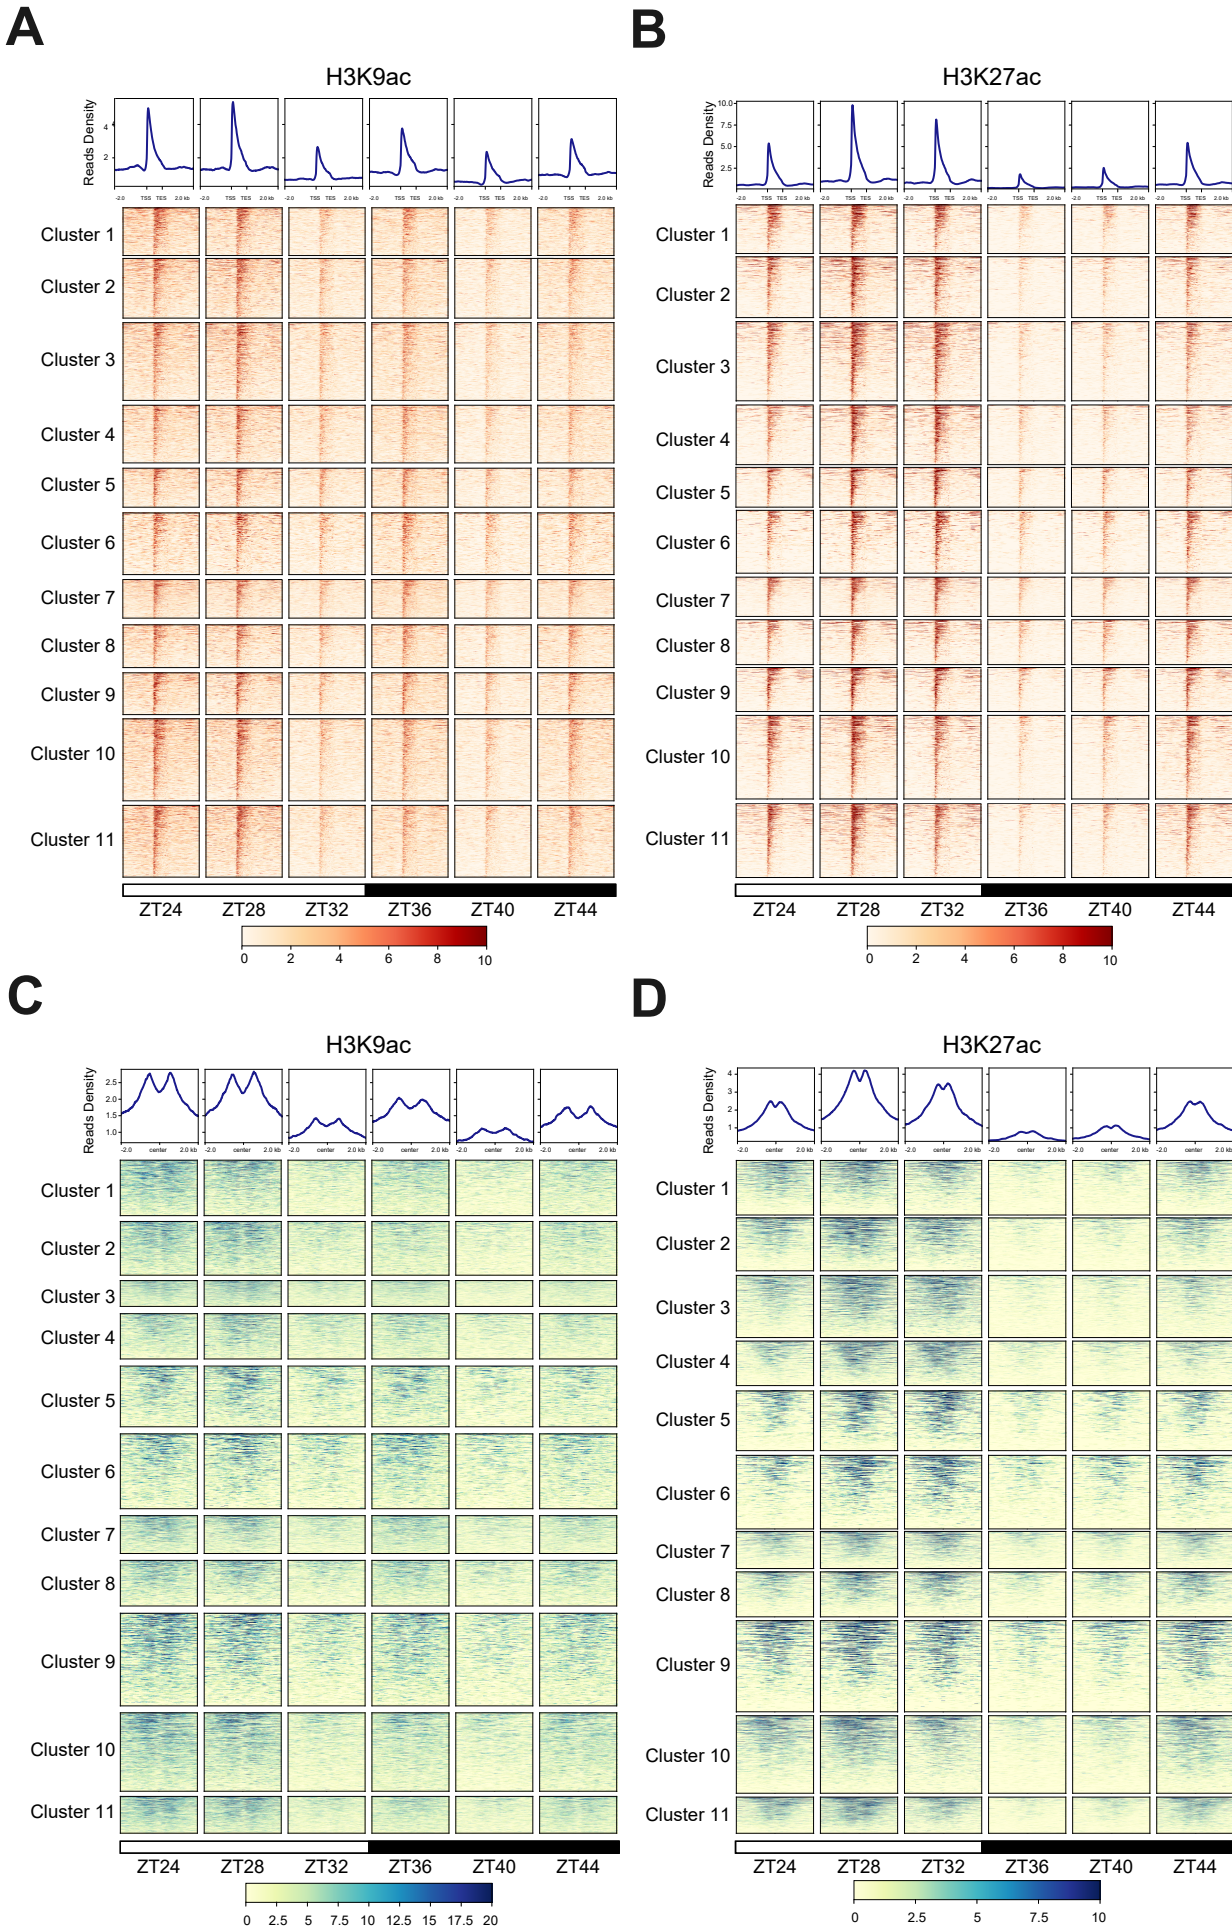

**Supplemental Figure S4. Enrichment distribution of histone modification of CCOG.**

A-D: Binding profiles of H3K9ac (A, C) and H3K27ac (B, D) at the 2 kb upstream of TSS and 2 kb downstream of TES (A, B) and flank sequence of ACR summit (C, D). Heatmap of the chromatin accessibility of CCOG's ACRs sorted by the oscillation phase.

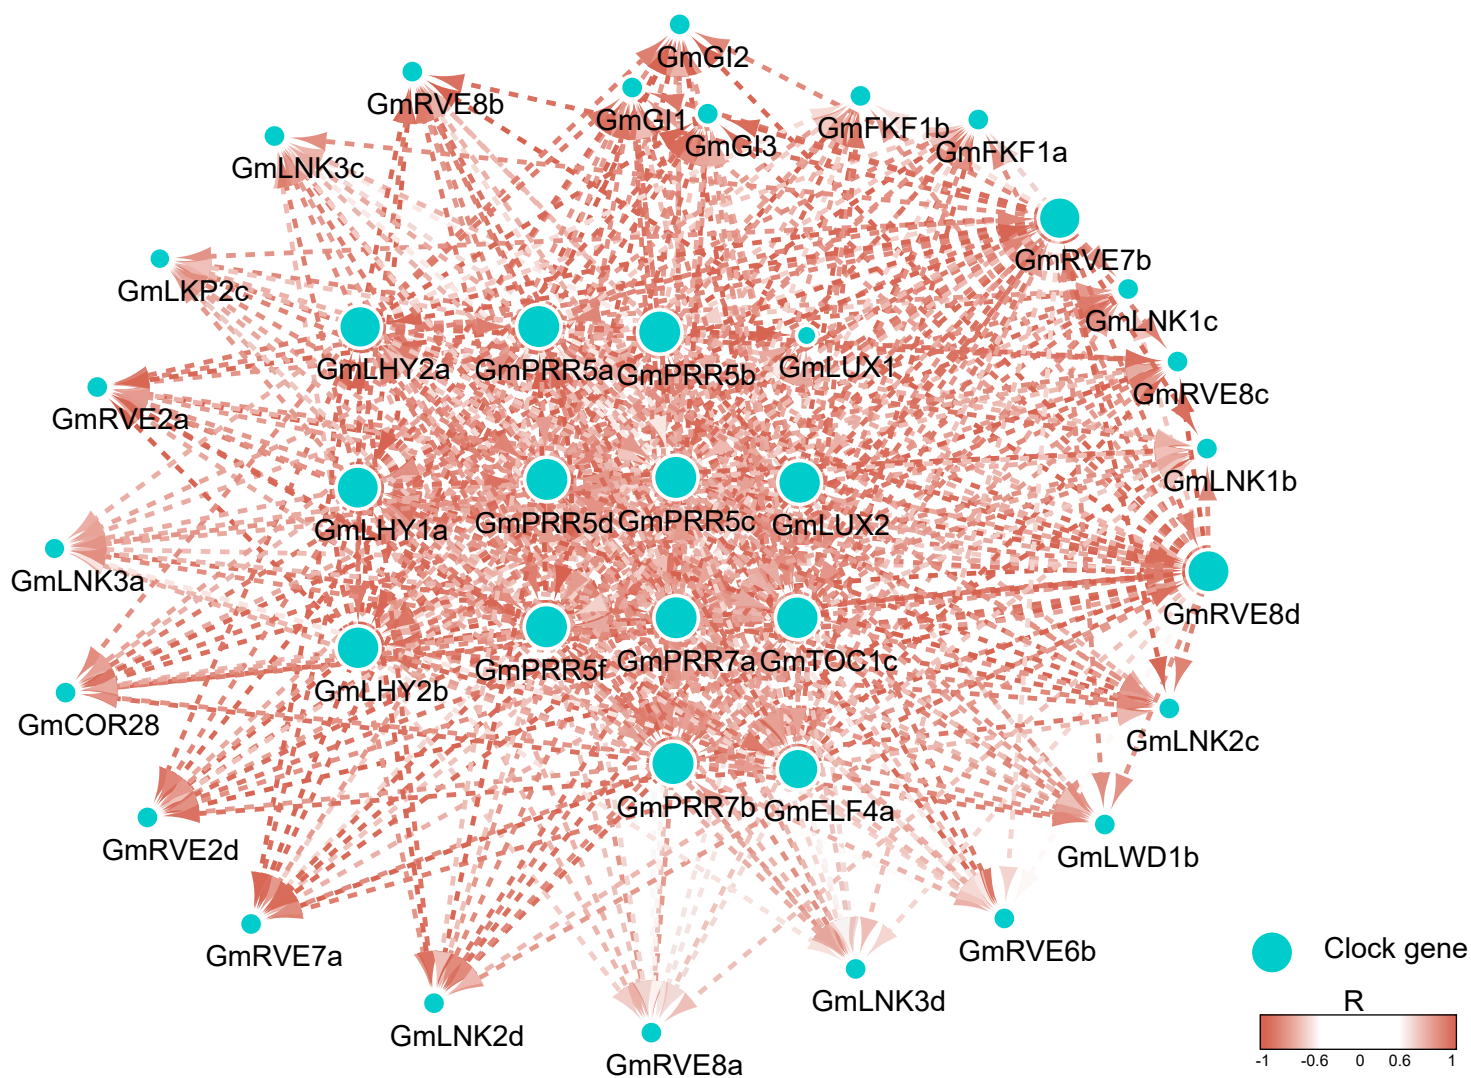

**Supplemental Figure S5. Potential transcriptional regulatory network of core clock genes.**

Network of core clock genes. 

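For the genes that the paper pairs with an identifier, the correlation with the 4 *GmLHYs* was computed over the 6 time-point means of log2(TPM + 1), in the family of 26 pairs that includes the *GmLHYs* among themselves. With *GmLUX1*, Pearson's r ranged from -0.944 to -0.918 and Spearman's rho from -1 to -0.943, and 4 of 4 pairs passed an exact permutation test over all pairings for each (adjusted p from 0.0090 to 0.036 for r and from 0.018 to 0.043 for rho, two-sided). Leaving out the pair of time points farthest from the median gave r from -0.950 to -0.895. With *GmLUX2*, r ranged from -0.867 to -0.731, with 2 of 4 pairs past the exact test for r and none for rho, and r from -0.897 to -0.663 in the smaller set. *GmTOC1c* had r from -0.849 to -0.697 and *GmPRR5b* from -0.637 to -0.514. *GmPRR5d* had positive values, from 0.505 to 0.667. None of the pairs with *GmTOC1c*, *GmPRR5b* or *GmPRR5d* passed the exact test after adjustment. Their smallest unadjusted exact p for r was 0.029, for *GmTOC1c*. In size, r was at least 0.6 for 4 of 4 pairs with *GmTOC1c*, 1 of 4 with *GmPRR5b* and 2 of 4 with *GmPRR5d*. These counts were not stable. In the smaller set, r ranged from -0.910 to -0.357 with *GmTOC1c*, -0.584 to -0.202 with *GmPRR5b* and 0.198 to 0.783 with *GmPRR5d*. With untransformed TPM, the ranges were -0.656 to -0.452, -0.477 to -0.457 and 0.0724 to 0.381. In the whole family, 12 pairs passed for r and 10 for rho. The exact test treats the 6 time points as exchangeable, while each of these genes followed a 24-h cosine. A shared 24-h rhythm alone can thus give a small p, so a pass is no evidence of a link between genes. The 4 *GmLHYs* had nearly the same profile, with r from 0.969 to 0.997, so their pairs with another gene are not independent results. These calls depend on the transformation. With untransformed TPM, no pair with *GmLUX1* or *GmLUX2* passed for r, r with *GmLUX1* lay between -0.757 and -0.688 (adjusted exact p = 0.206 for each pair), and 3 pairs of the family passed, all among the *GmLHYs*. With a pseudocount of 0.1, 10 pairs passed, with *GmLUX1* still 4 of 4 and *GmLUX2* none. Binding frequencies were not analysed here.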

The size of point represents the frequency of potential binding, the dashed arrows represent the direction of regulation, and the intensity of the color indicates the correlation of gene expression between the two genes, which is  $R \leq -0.6$  or  $R \geq 0.6$ .

**A**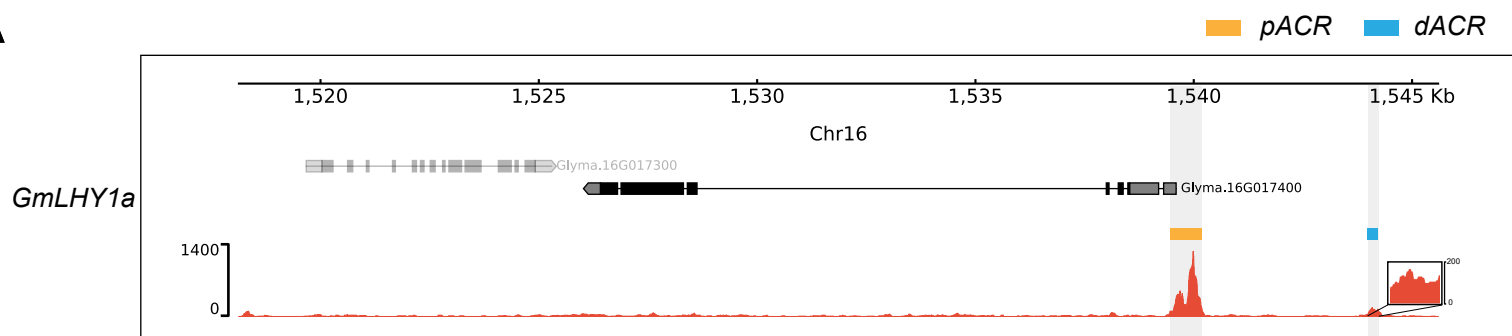**B**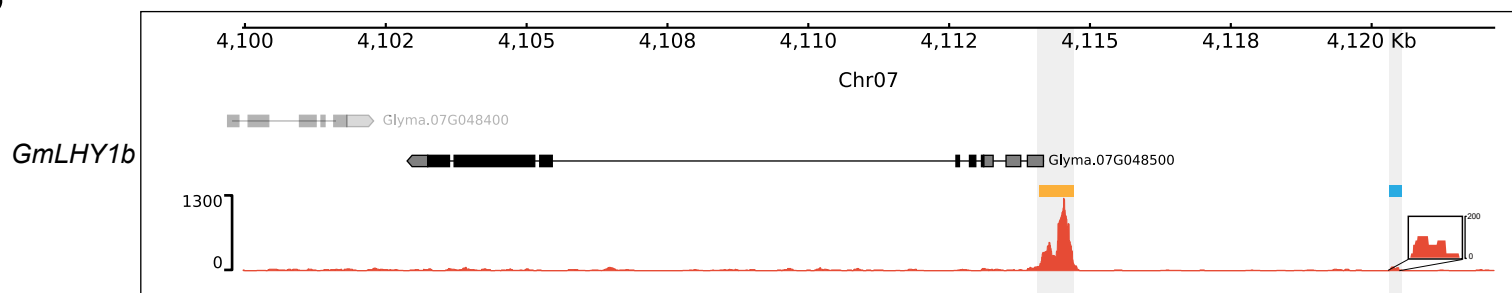**C**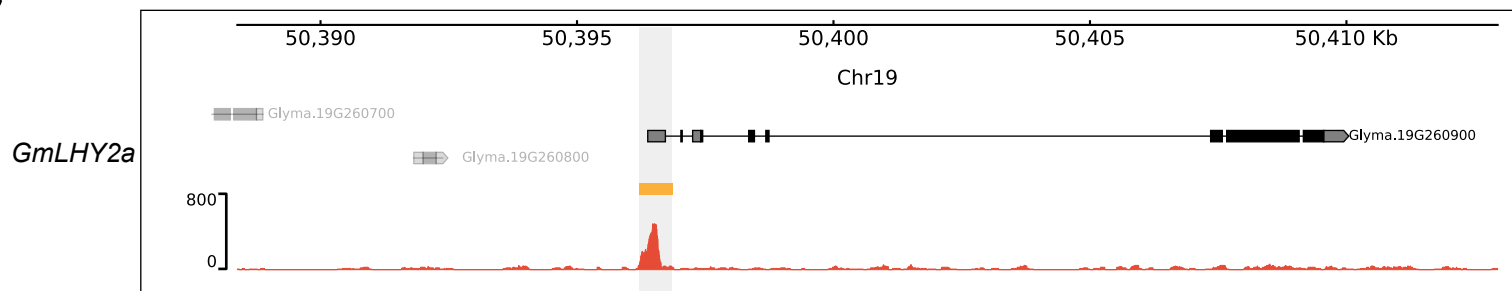**D**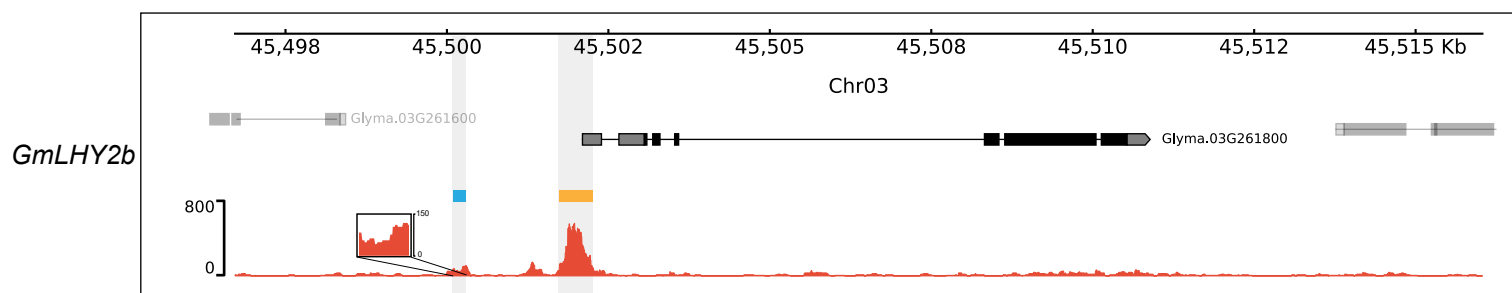

**Supplemental Figure S6. The landscape of chromatin accessibility of *GmLHYs* locus in WT.**

A-D: The chromatin accessibility pattern of *GmLHY* homologous genes was shown. pACR (orange box) and dACR (blue box) are indicated. (A) *GmLHY1a*, (B) *GmLHY1b*, (C) *GmLHY2a*, and (D) *GmLHY2b*.

**A**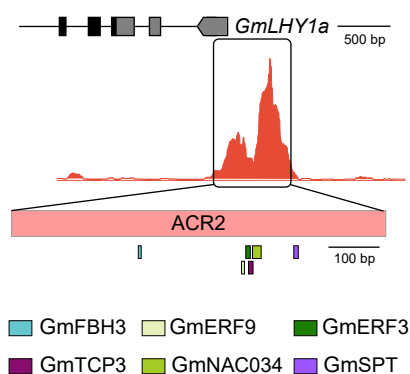**B**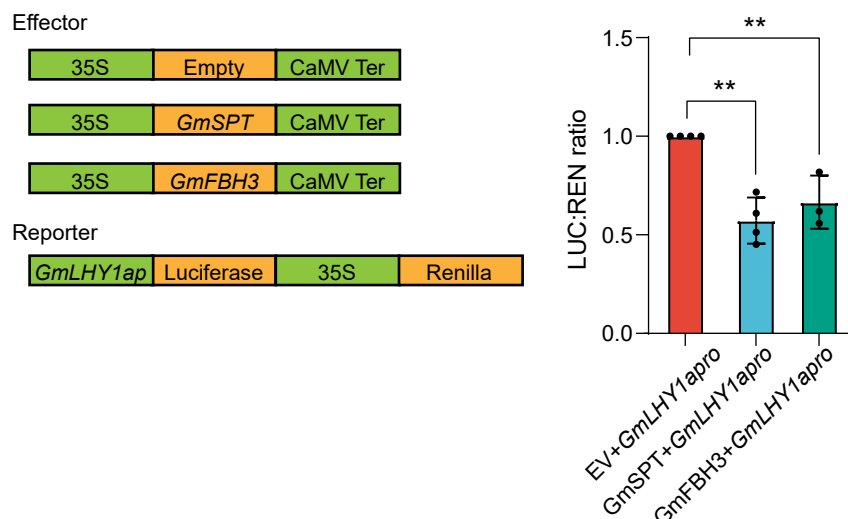

### Supplemental Figure S7. The transcription factors binding the *GmLHY1a* promoter through the proximal ACR.

A: Location of the transcription factors protein-binding motif in the *GmLHY1a* promoter (2,571 bp, including *GmLHY1a* ACR2).

B: Constructs used for the transient transfection assay. CaMV Ter, Cauliflower Mosaic Virus terminator; LUC, luciferase; Renilla, Renilla Luciferase. Luciferase activity under control of *GmLHY1a* promoter showing the results from 3-4 independent replications; the value of each replication is represented by a dot. Data represent mean  $\pm$  sd. A Student's *t*-test was used to generate the *p* values, \*\**p*<0.01.

**A**

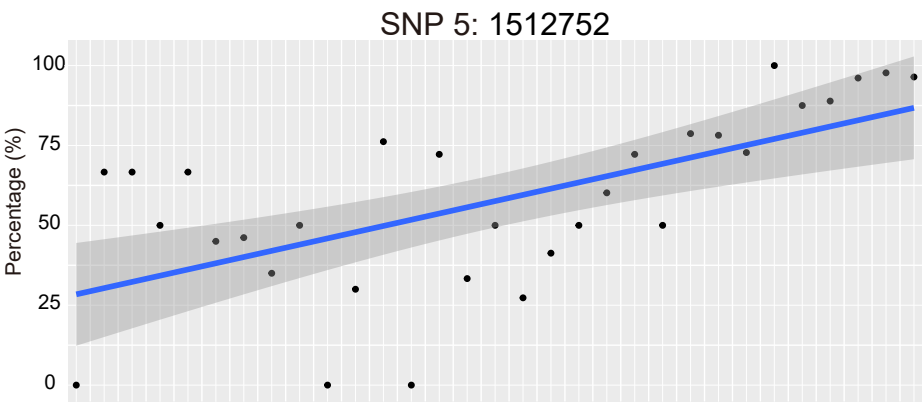

**B**

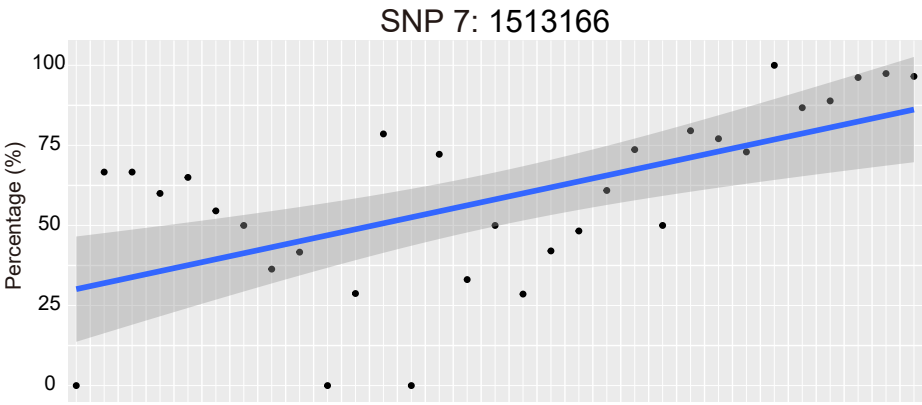

**C**

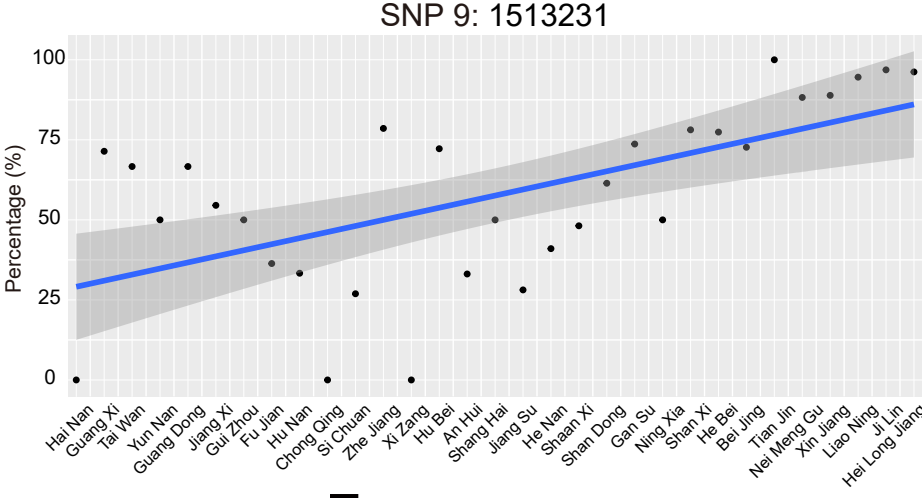

**D**

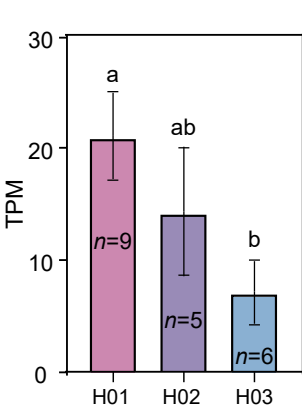

**E**

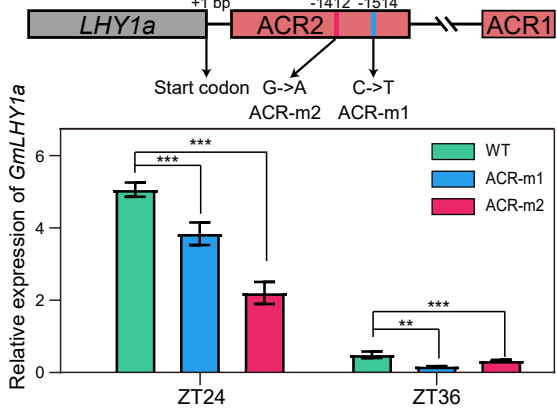

**Supplemental Figure S8. Footprints of selection for *GmLHY1a* ACR variants and the *GmLHY1a* expression level across accessions.**

A-C: Proportion of the accessions (Total: 1979) with homologous haplotypes (A: SNP 5, B: SNP 7, C: SNP 9) in each distinct geography region, with ZH13 as reference genome. We sort Chinese cities by latitude, then calculate gene frequency of lines from each city. D: *GmLHY1a* expression levels across 20 haplotypes (H01: Feng Di Huang, Ke Shan No.1, Zi Hua No.4, PI 578357, PI 398296, PI 549046, Zhu Twinning 2, PI 548362, Jin Dou No.23; H02: Hei He No.43, Shi Sheng Chang Ye, Dong Nong No.50, Ji Dou No.17, Tie Feng No.18; H03: Tong Shan Tian E Dan, 58 161, Han Dou No.5, Qi Huang No.34, Xu Dou No.1, PI 562565). Expression values (TPM: Transcripts per million) are compared between haplotypes. The data are shown as mean  $\pm$  SE. The number in each histogram represents the number of varieties having the relevant haplotype. Bars labeled with distinct lowercase letters (a, b, c) indicate statistically significant differences ( $p < 0.05$ , Kruskal-Wallis with Dunn's multiple comparison test); shared letters denote non-significance.

E: The mutation sites of *GmLHY1a* ACR-m1 and *GmLHY1a* ACR-m2 are indicated. The expression levels of *GmLHY1a* were analyzed in ACR-m1 (NJAU0456) and ACR-m2 (NJAU1756)—EMS-induced point mutants carrying mutations within the ACR regions. Soybean seedlings were first grown under SD conditions at 24°C for 19 days, after which they were transferred to continuous light. Sampling was performed at ZT24 and ZT36, and *GmLHY1a* expression levels were measured via RT-qPCR, *GmACTIN* used as control, error bars represent standard error of three biological replicates. Statistical significance was determined using one-way ANOVA, \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

**A**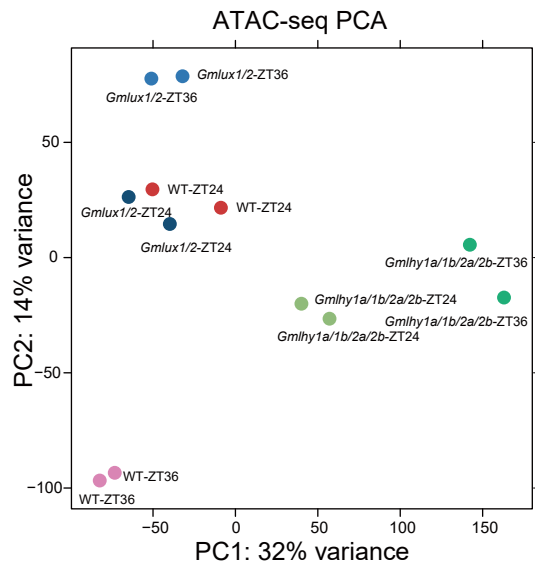**B**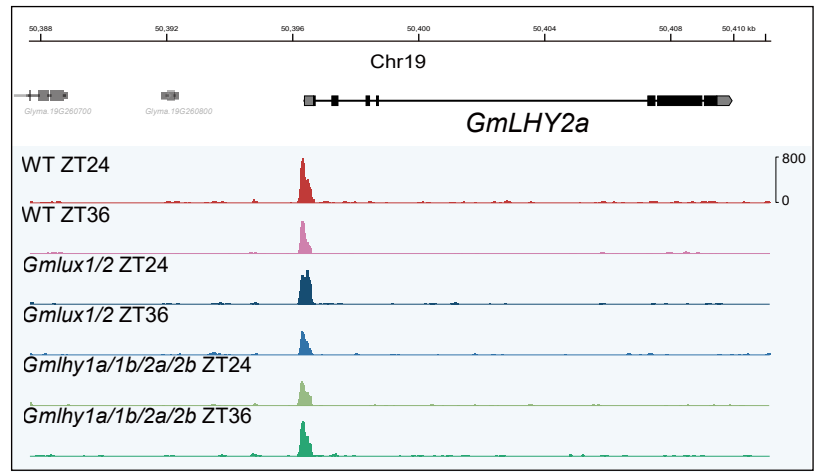**Supplemental Figure S9. Overview of chromatin accessibility in WT and mutants.**

A: Principal component analysis (PCA) of chromatin accessibility was performed using ATAC-seq data from *Gmlux1/2*, *Gmlhy1a/1b/2a/2b*, and WT. The result demonstrated clear grouping and ordering of the 2 biological replicates per time point.

B: Representative ATAC-seq tracks in genomic regions of *GmLHY2a* showing the chromatin accessibility between time points and genotypes. The chromatin accessibility level was shown in the right.

**A**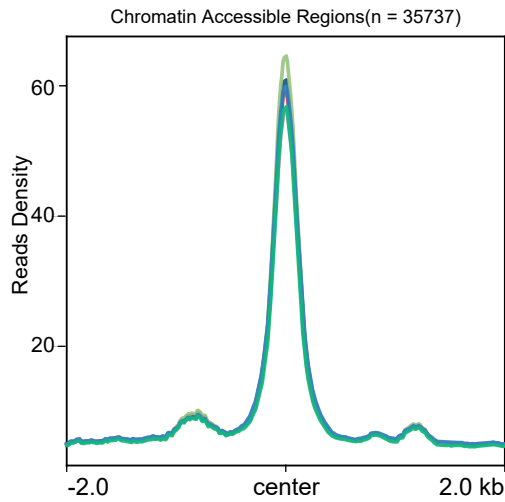**B**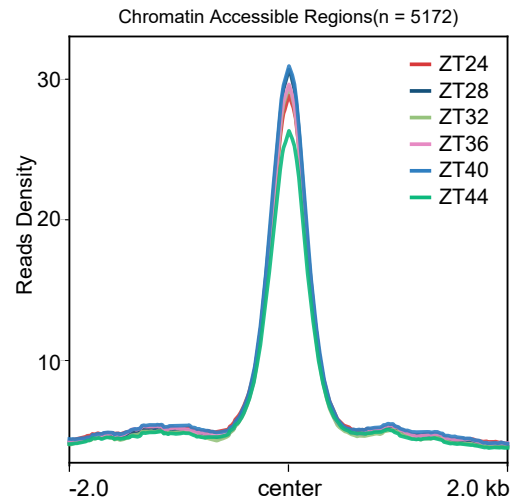**C**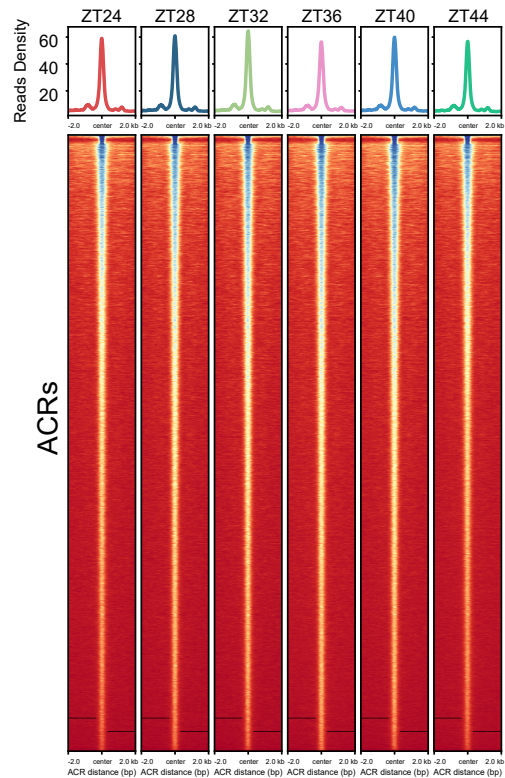**D**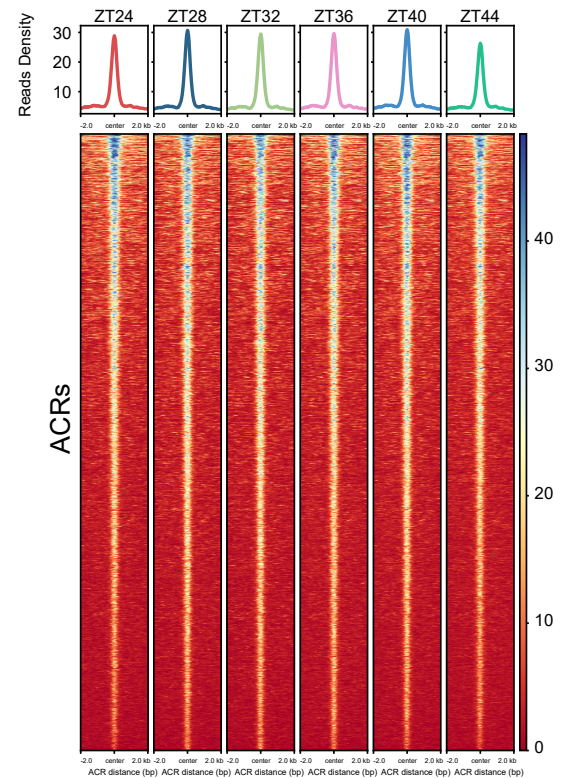

### Supplemental Figure S10. The chromatin accessibility level of WT in CCOG.

A: Average chromatin accessibility of Ws82 ZT24-ZT44 on genome-wide ACR.

B: The average chromatin accessibility of Ws82 ZT24-ZT44 on CCOG ACRs.

C: Heatmaps showing the chromatin accessibility of each ACR and flanking 2 kb region of Ws82 ZT24-ZT44 on genome-wide ACRs.

D: Heat maps showing the chromatin accessibility level of Ws82 ZT24-ZT44 in each ACR and flanking 2 kb sequence on the CCOG ACRs.

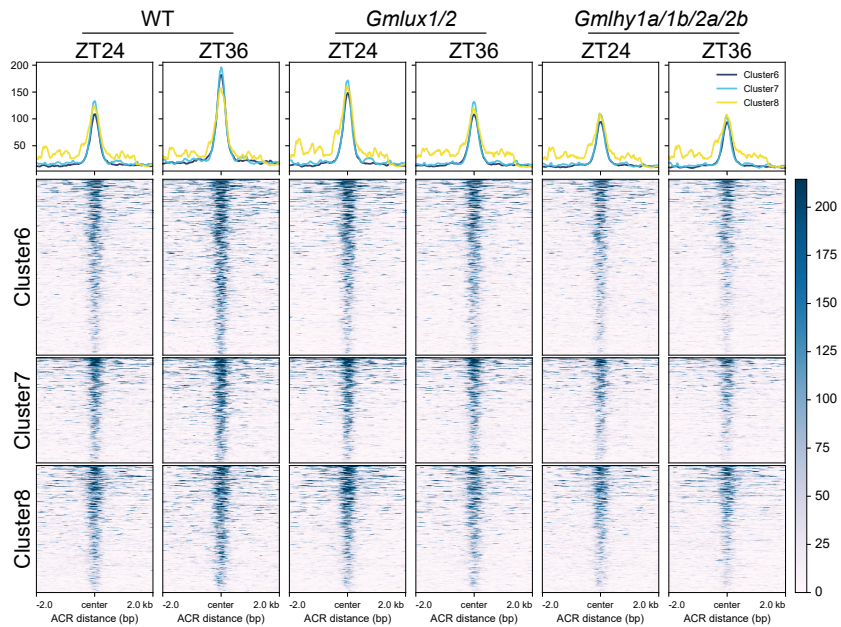

**Supplemental Figure S11. The chromatin accessibility level of mutants in Cluster 6, 7 and 8.**

Heatmaps showing the chromatin accessibility of ACR in CCOG and flanking 2 kb region of WT, *Gmlux1/2* and *Gmlhy1a/1b/2a/2b* at ZT24 and ZT36 in Cluster 6, 7 and 8.

**A**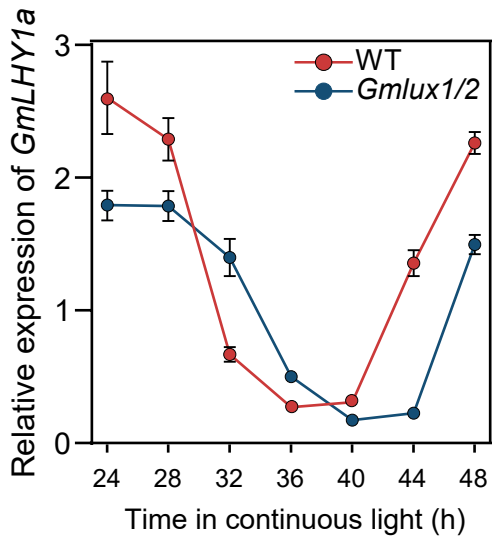**B**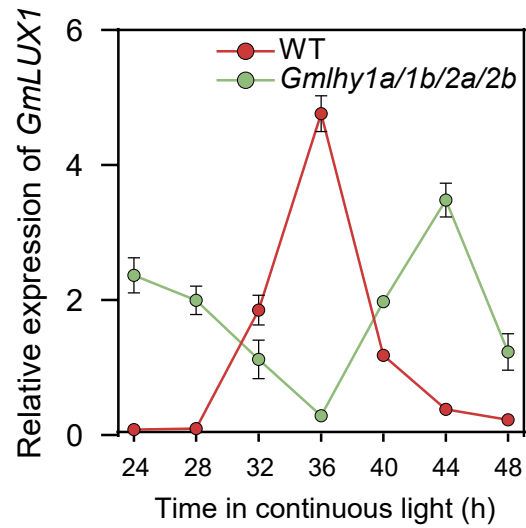

**Supplemental Figure S12. The circadian expression patterns of *GmLHY1a* and *GmLUX1*.**

A, B: The circadian rhythm of *GmLHY1a* and *GmLUX1* expression was measured in *Gmlux1/2* and *Gmlhy1a/1b/2a/2b* knockout mutants via RT-qPCR, *GmACTIN* used as control. Soybean seedlings were first grown under SD conditions at 24°C for 19 days, after which they were transferred to continuous light. (A) *GmLHY1a* and (B) *GmLUX1*. Error bars represent standard deviation of three biological replicates.

A

*Gmlux1/2* vs WT

Increased ACR at ZT24

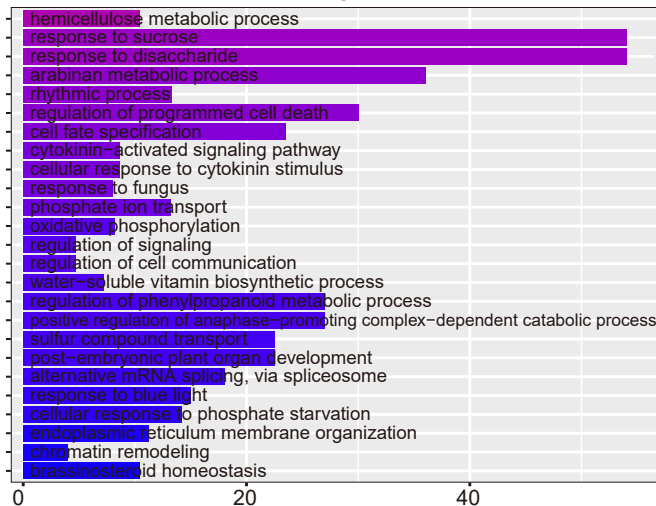

Repressed ACR at ZT24

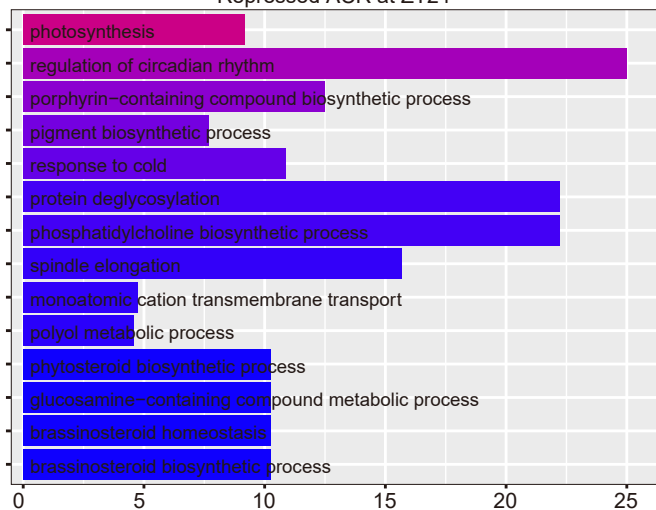

Increased ACR at ZT36

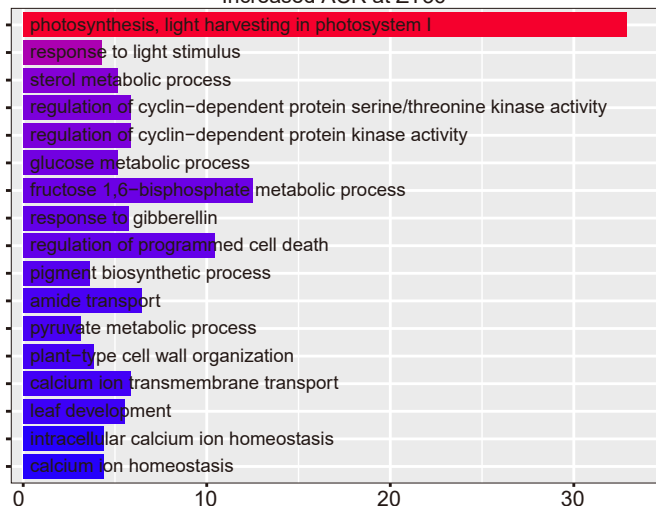

Repressed ACR at ZT36

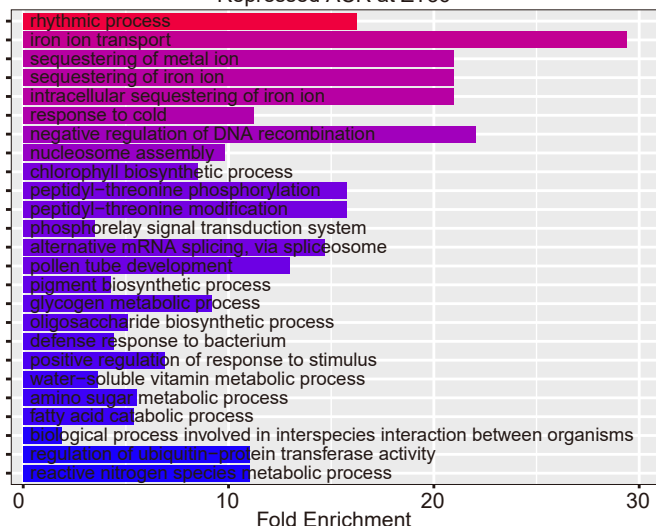

Fold Enrichment

B

*Gmlhy1a/1b/2a/2b* vs WT

Increased ACR at ZT24

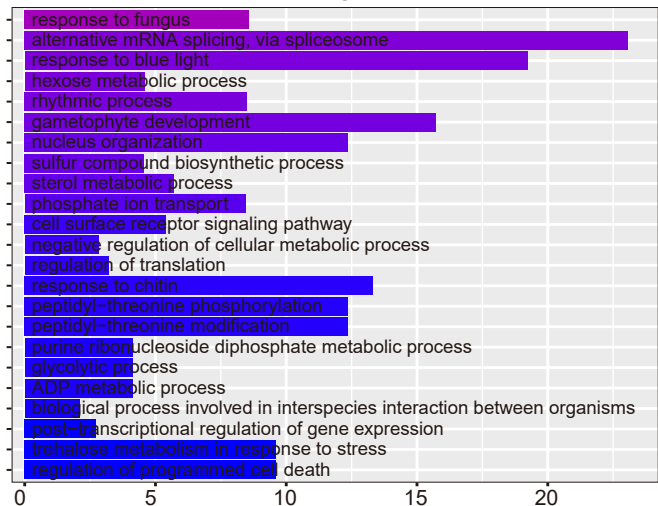

Repressed ACR at ZT24

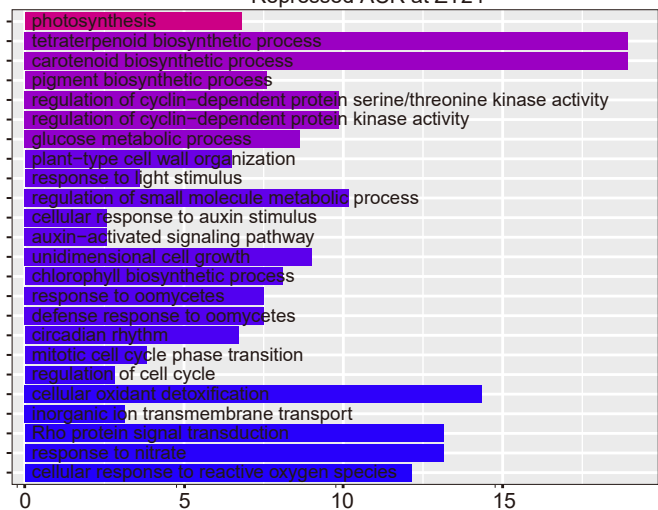

Increased ACR at ZT36

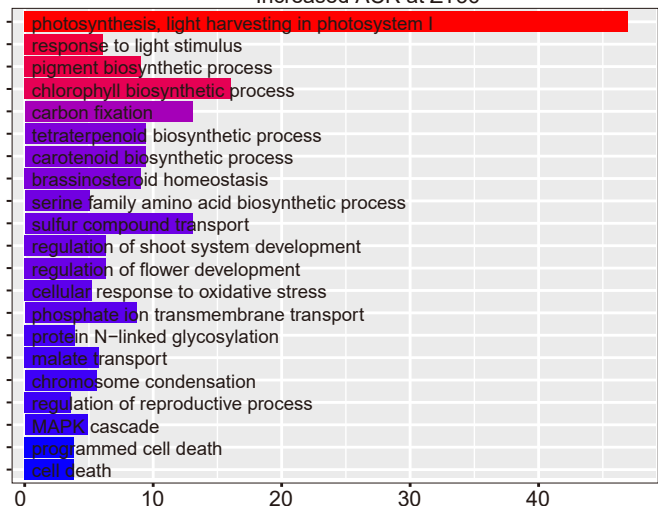

Repressed ACR at ZT36

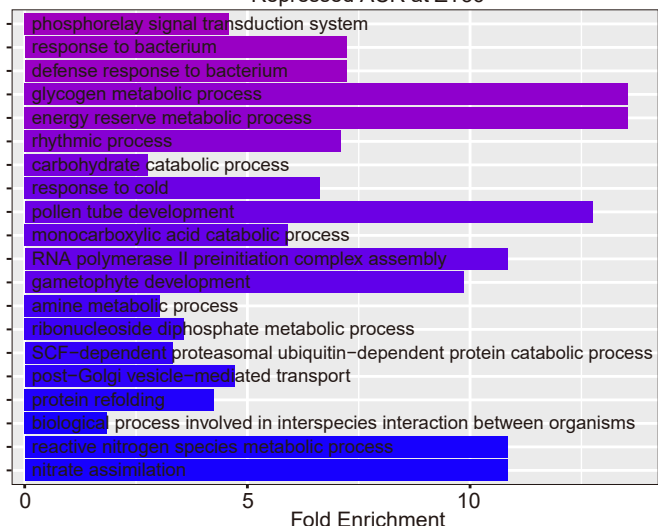

Fold Enrichment

pvalue(-log10)

10.0

7.5

5.0

2.5

0

**Supplemental Figure S13. The enriched pathway of differential ACR in clock gene's mutant.** GO analysis showing enriched pathways of genes associated with increased and repressed ACRs in (A) *Gmlux1/2* and (B) *Gmlhy1a/1b/2a/2b* mutant. The *p* values were calculated by the Fisher's exact test.

**A**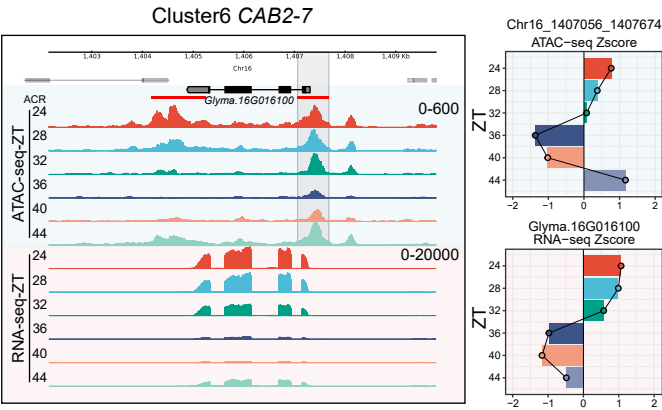**B**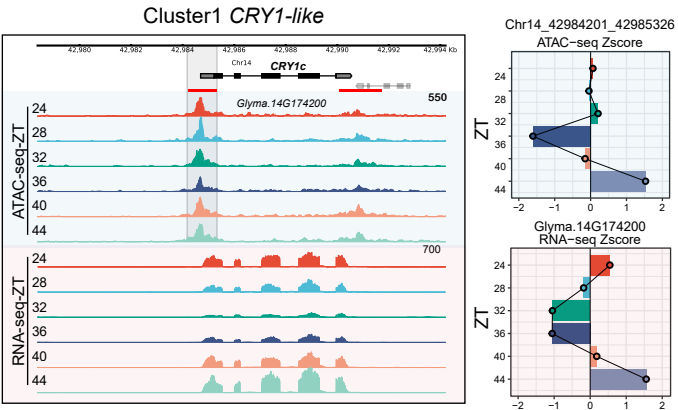**C**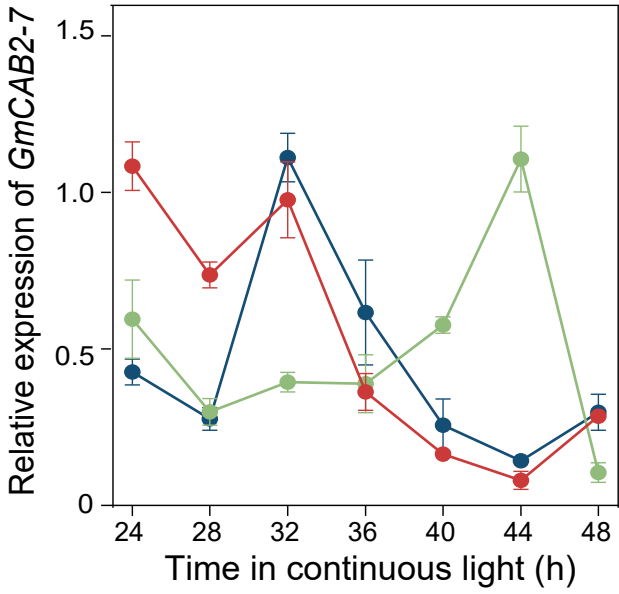**D**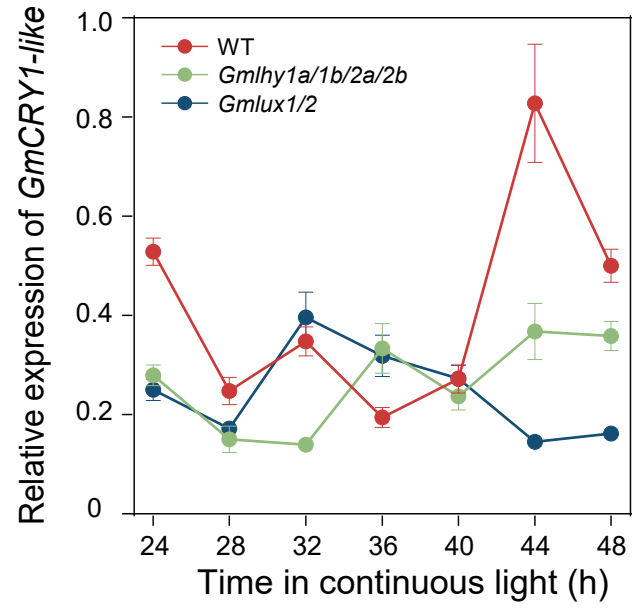

**Supplemental Figure S14. Chromatin accessibility and gene expression of *GmCAB2-7* and *GmCRY1-like*.**

A, B: Genome browser track view of ATAC-seq profiles of chromatin accessibility and RNA-seq data at six time-points (ZT24, ZT28, ZT32, ZT36, ZT40, ZT44) in WT under free-running conditions. The red box represents the ACR. 

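The gene drawn for *GmCRY1-like* is Glyma.14G174200 (chromosome 14, 42984699 to 42990498). Its track carries the name *GmCRY1c*, which the paper lists as a gene apart from *GmCRY1-like*, so the values hold for the identifier and the name is uncertain. It had 22.9 ± 1.39 TPM (SD, n = 3) at ZT24, 14.5 ± 4.10 at ZT28, 5.60 ± 2.83 at ZT32, 9.45 ± 2.16 at ZT36, 23.1 ± 1.50 at ZT40 and 32.7 ± 10.7 at ZT44. ZT44 exceeded ZT32 by 2.42 on the log2 scale (standard error 0.32, adjusted p = 6.7e-07 from limma's contrast) in 3 of 3 libraries, and by 2.00 without ZT32 R. It was separated from ZT40 (difference 0.44, adjusted p = 0.33) only with quantile normalization, where the difference was 0.64. *GmCAB2-7* (Glyma.16G016100, chromosome 16, 1404906 to 1407307) had 603 ± 65.8 TPM at ZT24, 544 ± 254 at ZT28, 364 ± 184 at ZT32, 57.6 ± 12.5 at ZT36, 30.9 ± 2.78 at ZT40 and 180 ± 3.13 at ZT44. ZT24 exceeded ZT40 by 4.24 (standard error 0.37, adjusted p = 8.8e-10, limma), in 3 of 3 libraries. ZT24 and ZT28 were not separated (difference 0.24, adjusted p = 0.73), and without ZT28 L the sign changed, to -0.060.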

(A) *GmCRY1-like* and (B) *GmCAB2-7*.

C, D: The circadian rhythm of *GmCAB2-7* and *GmCRY1-like* expression was measured in *Gmlux1/2* and *Gmlhy1a/1b/2a/2b* knockout mutants via RT-qPCR, *GmACTIN* used as control. Soybean seedlings were first grown under SD conditions at 24°C for 19 days, after which they were transferred to continuous light. (C) *GmCAB2-7* and (D) *GmCRY1-like*. Error bars represent standard deviation of three biological replicates.

How the deposited data were processed for this re-analysis (not part of the article)

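RNA-seq of mature leaves of wild-type Ws82 in constant light was analysed, with 18 libraries from 6 time points 4 h apart and 3 biological replicates each. ATAC-seq, ChIP-seq, the mutants, RT-qPCR and reporter assays were not analysed here. The authors trimmed the reads with *Trimmomatic*, aligned them to Gmax_Wm82_a2_v1 with *HISAT2* and quantified annotated genes and newly assembled loci with *StringTie*. The deposited tables give the coverage, the FPKM and the TPM of each. Conditions were taken from the labels of the libraries and the paper. No library was left out, and replicates were not pooled.

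TPM of the annotated genes was used as deposited, without further normalization. FPKM served as an alternative, and coverage with FPKM gave the aligned sequence of each library, 3.11 to 7.24 Gb. The files hold no read counts, so no count model was used and no interval from counting is given. The ZT44 libraries are the shallowest, at 3.11 to 3.53 Gb, and low values there rest on fewer reads. Values were analysed as log2(TPM + 1). A fold change on this scale understates the change of genes with low TPM. Values of genes with close paralogs, such as the LHY genes, are uncertain to the extent that the quantification divided shared reads, which was not measured.

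Expressed genes have a mean TPM of at least 1 at any time point. Differences over time were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend), by a moderated F-test over the 6 time points, by a cosine and sine term with the period fixed at 24 h, and by contrasts from the same fit, with Benjamini-Hochberg adjustment and a threshold of 0.05. All 18 libraries shared one estimate of the spread. The CV was computed from time-point means with a threshold of 16%, and its level from replicate noise alone from 20 draws. Fuzzy c-means came from e1071 1.7.16, with 11 centres, a membership over 0.3 and the fuzzifier formula that *Mfuzz* uses. The order of time points in the PCA was tested by enumeration of the 60 circular orders, and correlations between genes by all 720 pairings of the 6 time-point means. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9, and overlaps of assembled loci with annotated genes with bedtools 2.31.1.

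The genes named are the 14 that the paper or its figures pair with an identifier, and the 5 with the largest difference between highest and lowest time point among genes past the F-test with the same highest time point in L, M and R. Of these 5, at most a pair that rose and a pair that fell is printed, because the files do not pair identifiers with names. The reference table of 59048 genes of another assembly holds 0 of the files' identifiers. A planned test of light-harvesting genes, which needed annotated products, was therefore not run.

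The scripts were tested on simulated data for 24620 genes, of which 200 were changed by 2 on the log2 scale or given a cosine of that range. Among genes with less than the median spread, the F-test, the contrast and the cosine test each found 100% of the 200 changed genes, and 2.91%, 5.21% and 3.85% of their calls were unchanged genes. The contrast gave a median difference of 2.00 and the cosine a median error of the peak time of 0.213 h.

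The alternatives were a pseudocount of 0.1, a filter of at least 5 TPM, no filter, quantile normalization, TPM rescaled without the 100 highest genes, FPKM, eBayes without trend, a replicate block, and each library left out in turn. For single results, medians or stricter replicate rules, population SD, a percentile threshold, Spearman's rho, scaled genes or 500 genes in the PCA, 9 or 13 centres, another seed, a membership over 0.5, and untransformed TPM were tried. Quantile normalization before the c-means clustering and the rescaling together with ZT32 R left out were added after seeing the data.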

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

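The test of the loci that lost their difference after centring was chosen only after that result was seen, and the other tests in this part before it. The paper does not report on loci assembled outside annotated genes. *StringTie* listed between 848 (ZT44 L) and 5178 (ZT32 R) such loci with a strand per library. Merged over the libraries, they form 12234 regions, of which 26 hold exactly 1 locus in each of the 18 libraries. Of these 26, 13 differed over the 6 time points (adjusted p under 0.05 in limma's F-test over the 26 regions), which makes them a signal in data that the paper did not analyse. The widest range, 3.20 on the log2(TPM + 1) scale, belonged to a region on chromosome 9 from 40008993 to 40011408 on the plus strand, named here after its values were seen, with 116 ± 27.2 TPM (SD, n = 3) at ZT28 and 11.7 ± 1.92 TPM at ZT36 (adjusted p = 1.2e-08, limma). The ZT32 R library is not the whole cause, since 11 of the 13 regions still differed without it. Of the 13, 2 lay within 1000 bp of a gene on the same strand, and the distances went from 226 to 22080 bp. Others lay just past that limit, at 1021 and 1068 bp. Distance alone cannot decide whether a region belongs to a transcript of a neighbouring gene that runs past its end, so that explanation stays open. With each library centred on the median of its expressed genes, 7 of the 13 regions still differed, the one on chromosome 9 among them, so a shift of the whole distribution cannot account for these 7. For the 6 regions that no longer differed, the shift and a rhythm of their own cannot be told apart, because the centring removes a common rise whatever its origin. Unannotated transcripts under clock control are a candidate explanation for the 7 regions, as a hypothesis found and tested on the same libraries. The assembled length of a region can also differ between libraries. For the widest region on chromosome 9, it went only from 2375 to 2416 bp. Among the other regions of the 7, it went from 962 to 2605 bp for one on chromosome 2 and from 1009 to 2385 bp for one on chromosome 18. Whether such differences move TPM was not tested. Reads from paralogous sequences elsewhere in the genome were not tested either, and both stay open.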

How the results depend on the processing

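With all 18 libraries kept, the number of genes past each test moved by more than 1.5 times only with the filter of at least 5 TPM, which keeps 10139 of 24620 genes and so tests fewer. It gave 8911 genes that differ over time, 7671 with a 24-h cosine and 5141 between ZT24 and ZT36, 3225 of them higher and 1916 lower at ZT36. Over the 8 alternatives that keep all 18 libraries, genes that differ over time ranged from that number to 22752, and genes with a cosine up to 20220. These totals do not show which genes are kept. With quantile normalization, 16279 genes differed over time, and only 14598 of the 18774 genes of the main fit were among them. The other calls of the main fit thus depend on the scaling of the libraries. Genes higher at ZT36 ranged from 4109 without ZT36 M to 7972 without ZT36 L across the 18 fits that each left out a library, and were 4148 without ZT24 R. The median of ZT36 minus ZT24 over all genes moved in the same direction as these counts. It was 0.186 without ZT36 M, 0.203 without ZT24 R and 0.403 without ZT36 L, beside 0.287 with all libraries. A shift of whole libraries thus goes with the range. It does not go with all of it, since 7841 genes were higher without ZT32 R at a median of 0.287. No test separated the causes. A fit on the 6 libraries of ZT24 and ZT36 alone gave 10870 genes.

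Leaving out the 100 highest genes and rescaling gave 45463 expressed and 44146 fluctuating genes, since every remaining TPM rises by construction. The rise was uneven, with 43309 expressed genes at ZT32 against 30047 to 33041 at the other time points. Leaving out ZT32 R as well, a test chosen after seeing the data, gave 36781 at ZT32, 40836 expressed and 39356 fluctuating genes. The filter of at least 5 TPM gave 9957 fluctuating genes. Spearman's rho lowered the median correlation to 0.940 between replicates and 0.769 between time points, and the filter lowered the latter to 0.771. A membership over 0.5 left 9362 genes in clusters. With untransformed TPM, 3 of 26 clock gene pairs passed in place of 12. The cause of the changes with rho and untransformed TPM was not tested. The order of time points in the PCA had the same exact p of 0.0167 in all 22 alternatives.

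Single genes changed sign in a few cases, each for a difference that was past no threshold. With quantile normalization, *GmLHY2a* at ZT24 minus ZT44 was -0.025, *GmLUX1* at ZT36 minus ZT32 was -0.15 and *GmLUX1* at ZT24 minus ZT44 was -0.00039. Across the fits that each left out a library, *GmLHY2a* at ZT24 minus ZT44 ranged from -0.048 (without ZT44 M) to 0.23, and *GmCAB2-7* at ZT24 minus ZT28 from -0.060 (without ZT28 L) to 0.60. The cause was not tested. Of the other values of named genes and gene pairs, 319 kept their direction and side of the threshold with all libraries kept, 12 became weaker and 5 stronger. With a library left out, which was done for the named genes and not for the gene pairs, 658 values kept them, 2 became weaker and 4 stronger. The filter of at least 5 TPM gives no value for *GmLUX1*, *GmTOC1c* and *GmCOR28b*.

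The replicate letters do not pair the libraries. Deviations from the time-point means correlated with a median of -0.013 between libraries of the same letter (from -0.368 to 0.319 over 45 pairs) and 0.0023 between different letters. With a replicate block, 19157 genes differed over time, 15692 had a cosine and 9985 differed between ZT24 and ZT36. The test of light-harvesting genes was not run under any setting. The depth of 3.11 to 3.53 Gb at ZT44 limits values of low genes there, such as *GmLUX1*, which is listed at 0 in part of the ZT44 libraries.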

Differences from the paper's values

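PC2 of the RNA-seq held 23.8% of the variance, where the paper's Fig. 1b gives about 37%, read by eye. Among the alternatives set before the data were examined, the 500 genes of largest variance gave 35.4%, within 1.5 times of the paper's value, as did quantile normalization with 27.5%. Leaving out ZT28 L, ZT28 R, ZT40 M or ZT40 R also brought the value within that factor, at 25.3%, 24.9%, 25.3% and 24.7%. A pseudocount of 0.1, with 22.4%, genes scaled to unit variance, with 16.4%, and leaving out any other library did not.

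The paper states 22017 fluctuating genes and 90.8%, and 22017 is 89.4% of the paper's 24620 expressed genes. The number here was 24075 (97.8%). The paper's methods place a CV of 16 at the 10th percentile, which lay at 23.0 here. With quantile normalization, the 10th percentile was 16.0 and the number 22145. The paper's methods name no such normalization. With the 10th percentile as the threshold, the number was 22158, which is 90% of the expressed genes by construction and so says nothing about the paper's number.

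The paper places the peak of the *GmLHYs* at ZT24. The highest mean of *GmLHY2b* was at ZT44, above ZT24 by 0.31 on the log2 scale, a difference that was not resolved. Fig. 2d draws *GmLUX1* highest at ZT32, while its mean was highest at ZT36, by 0.29. Only quantile normalization put ZT32 first, with ZT36 minus ZT32 at -0.15. Neither difference was resolved. The paper states that expression of the *GmLUXs* is lowest at ZT24. The lowest mean was at ZT44 for *GmLUX1*, by 0.083, and at ZT28 for *GmLUX2*, by 0.42. Neither difference was resolved, so they do not contradict the paper. With quantile normalization, ZT24 minus ZT44 of *GmLUX1* was -0.00039, also unresolved. Both genes were lower at ZT24 than at ZT36, the other time point that the paper names there.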

Other observations

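Chosen only after the result was seen were the tests of depth and of the time point for ZT32 R, the tests of depth, of ZT32 R, of quantile normalization (for ZT36 and ZT40 together and apart) and of other sets of genes for the highest time points, the reading of silent genes above 0 TPM in ZT32 R, the test of replicate noise and the test of the ratio of *GmLHY2b* to *GmLHY1a*.

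Other splits of the libraries gave fewer genes. Of 100 splits of the 18 libraries into 6 groups of 3, drawn at random with the real one included, 1 gave as many genes that differ over time, the real one, where the median of the others was 0 and the highest 3559. For the 24-h cosine, 1 of 100 gave as many, and the highest of the others was 7731. Between ZT24 and ZT36, 1 of the 10 splits of the 6 libraries gave as many genes, again the real one. The others gave 0 genes past adjustment and 350 to 5007 at an unadjusted p under 0.05 in limma, where the real one gave 11819. A share of 0.1 is the smallest that 10 splits allow, so the count of splits decides nothing for this contrast.

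ZT32 R stood apart from ZT32 L and ZT32 M in the PCA, in its correlations and in its 227701 loci without a strand. Greater depth is not the cause, since the 6 libraries at least as deep listed at most 20480 such loci. Nor is the time point itself, with at most 26574 in ZT32 L and ZT32 M. A few genes that take most of the TPM do not account for all of its lower values. The median log2 ratio of ZT32 R to the other ZT32 libraries over 6690 genes was -0.90 with TPM as deposited, against -0.40 to 0.51 in the 17 other libraries. With the 100 highest genes left out and the rest rescaled, it shrank to -0.30, still outside the range of -0.11 to 0.12 in the others. The shrinkage cannot be credited to these genes, since the rescaling also removes differences in the sum of gene TPM. That sum was 51.3% of 1000000 in ZT32 R, against 69.1% in ZT32 L and 70.8% in ZT32 M. The 100 highest genes held 413465 TPM in ZT32 R, against 528956 and 521879, though a larger share of the gene TPM, 80.5% against 76.6% and 73.7%. A library of another time point under this label is also excluded, as its time estimated from the cosine curves of 1000 genes in the other libraries was 31.3 h. Among genes with at most 0.05 TPM in all other libraries, 16.9% were above 0.1 TPM in ZT32 R, against 0.678% to 10.6% for the other libraries judged the same way. ZT32 L and ZT32 M come next, with 10.6% and 9.69%. Above 0 TPM, however, were 29.6% of these genes in ZT32 R, inside the range of 4.92% to 31.0% of the others. Since the limit of detection decides whether ZT32 R stands out, reads spread over the genome, from DNA or unspliced RNA, cannot be told apart from another technical difference of the library. No biological explanation was tested for a single replicate.

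In its estimated time, ZT28 M also lay apart from ZT28 L and ZT28 R, toward ZT24. That time was 27.1 h, beside 28.1 h and 27.8 h. The distance to the nearer of them exceeds the median range of 0.4 h within the other time points. It is close to the widest ranges there, from 36.5 to 37.1 h at ZT36 and from 39.5 to 40.1 h at ZT40. In r, ZT28 M was also the one apart, at 0.940 with ZT28 L and 0.959 with ZT28 R, which had 0.977 together. On PC1, ZT28 L lay farther from ZT28 R, at 83.3, 61.7 and 49.1 for L, R and M. The median log2 ratio of ZT28 L was -0.40, beside 0.23 for ZT28 M and 0.10 for ZT28 R. Which library stands apart thus depends on the measure. Sampling of ZT28 M at an earlier point of the cycle may explain its estimated time, though differences between plants would look the same and were not tested. Over all 18 libraries, the estimated time lay within 1.1 h of the sampled one, with a median distance of 0.5 h.

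Most expressed genes, 64.6%, were highest at ZT36 or ZT40. With the 100 highest genes left out, the share among the same genes was 57.0%. Since that set was chosen by TPM as deposited, other sets were examined too. Over 26478 genes with a rescaled mean of at least 1 at every time point, the share was 65.2% as deposited and 55.3% rescaled. For these genes, part of the excess was thus lost and part stayed. The lost part cannot be credited to the 100 highest genes, since the rescaling also removes differences in the sum of gene TPM. The median of that sum was highest at ZT40, at 727675 TPM against 636592 to 700768 TPM at the other time points. Over all 45463 genes with a rescaled mean of at least 1 at any time point, the share was 38.9% rescaled. That value rests in part on ZT32 R, since without that library it was 48.0% of 40836 genes, beside 53.4% of them as deposited. How far the pattern extends to genes of low TPM is therefore left open. With no filter, 46.1% of 55311 genes had their highest mean of log2(TPM + 1) at these time points. The ZT28 libraries were as deep as those of ZT36, with a median of 6.44 Gb against 6.00 Gb, so depth is not the cause. Without ZT32 R the share was 63.0%. With quantile normalization it was 35.1%, beside the 33.3% of an equal share, but that sum joins opposite moves. ZT36 still took 24.9% of the genes, more than any other time point and above its equal share of 16.7%. It took 22.4% to 23.8% in each replicate alone, 24.0% to 25.7% with a library left out and 25.6% of the 13496 genes expressed at every time point. A shift of the whole distribution is thus not the whole cause of the excess at ZT36, which also held with the 100 highest genes left out, at 39.0%. ZT32, counted as subjective light, took 21.5%, also above its equal share. ZT40 took 10.2% and ZT44 16.6%, both under it. The normalization removes a common rise whatever its origin, so for ZT40 a technical shift of the whole distribution and a rise of many transcripts cannot be told apart from TPM, and either may underlie its excess. For ZT36, a rise of transcripts near that time point is a candidate explanation for the part that stays, as a hypothesis from the same libraries. That part is not spread over the subjective night, since after the normalization ZT32 held an excess while ZT40 and ZT44 held none. Other technical differences between the time points were not tested.

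The threshold of 16% for the CV was passed by nearly all expressed genes. Replicate noise alone put 12490 genes over it, about as many as not, but fewer than the 24075 observed, so noise does not explain the whole number. It may explain part of the 5301 genes over the threshold that did not pass the F-test.

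*GmLHY2b* had its highest mean at ZT44 and *GmLHY1a* at ZT24. Neither order was resolved (adjusted p = 0.62 and 0.35 in limma's contrast of ZT24 with ZT44). The ratio of their TPM within a library, which no scaling changes, was 0.498 ± 0.0405 (SD, n = 3) at ZT24 and 0.913 ± 0.0507 at ZT44, and each ZT44 library lay above each ZT24 library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Scaling of the libraries therefore cannot account for the change of the ratio. The ratio must rise once the means have these orders, so it is no separate evidence for them. An earlier phase of *GmLHY2b* than of *GmLHY1a*, with cosine peaks at ZT46.9 and ZT47.5, may underlie the change, as a hypothesis from the same libraries. Reads split between paralogs were not tested.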
